# Mechanism for microbial population collapse in a fluctuating resource environment

**DOI:** 10.15252/msb.20167058

**Published:** 2017-03-20

**Authors:** Serdar Turkarslan, Arjun V Raman, Anne W Thompson, Christina E Arens, Mark A Gillespie, Frederick von Netzer, Kristina L Hillesland, Sergey Stolyar, Adrian López García de Lomana, David J Reiss, Drew Gorman‐Lewis, Grant M Zane, Jeffrey A Ranish, Judy D Wall, David A Stahl, Nitin S Baliga

**Keywords:** fluctuating resource environment, microbial population collapse, regulation, resilience, syntrophy, Microbiology, Virology & Host Pathogen Interaction, Quantitative Biology & Dynamical Systems

## Abstract

Managing trade‐offs through gene regulation is believed to confer resilience to a microbial community in a fluctuating resource environment. To investigate this hypothesis, we imposed a fluctuating environment that required the sulfate‐reducer *Desulfovibrio vulgaris* to undergo repeated ecologically relevant shifts between retaining metabolic independence (active capacity for sulfate respiration) and becoming metabolically specialized to a mutualistic association with the hydrogen‐consuming *Methanococcus maripaludis*. Strikingly, the microbial community became progressively less proficient at restoring the environmentally relevant physiological state after each perturbation and most cultures collapsed within 3–7 shifts. Counterintuitively, the collapse phenomenon was prevented by a single regulatory mutation. We have characterized the mechanism for collapse by conducting RNA‐seq analysis, proteomics, microcalorimetry, and single‐cell transcriptome analysis. We demonstrate that the collapse was caused by conditional gene regulation, which drove precipitous decline in intracellular abundance of essential transcripts and proteins, imposing greater energetic burden of regulation to restore function in a fluctuating environment.

## Introduction

Generalist organisms can adapt to many environments by up‐ and downregulating genes to tailor their physiology to each environment (Futuyma & Moreno, 1988). Not surprisingly, experimental evolution of a generalist with a single resource improves growth characteristics in that environment but at the cost of diminished capability to adapt to other resources; that is, they become more specialized (Cooper & Lenski, 2000; Blount *et al*, 2008; Lee *et al*, 2009; Hillesland *et al*, 2014). Many of these studies have also made the observation that improved growth characteristics correlate with appearance of mutations in regulatory elements (Kurlandzka *et al*, 1991; Cooper *et al*, 2003; Barrick *et al*, 2009; Yang *et al*, 2011; Hindré *et al*, 2012; Hottes *et al*, 2013). The mechanism by which mutations in a gene regulatory network (GRN) might positively impact the fitness of a species in fluctuating environments is, however, unclear. Modeling and analysis of microbial genomes suggests fluctuating environments select for greater independence of regulatory networks for individual functions (Kashtan & Alon, 2005; Parter *et al*, 2007). Mutations that disrupt precise regulation of these modular GRNs could impede efficient acclimation with each environmental fluctuation. Thus, generalism may evolve through the fine‐tuning of regulation of modules. On the other hand, specialization seems to evolve through loss‐of‐function mutations in the GRN, which may remove unnecessary functions and optimize others (Hottes *et al*, 2013). In this context, resilience can be defined as the property of a generalist to dynamically adapt to changing environmental conditions by appropriately fine‐tuning relevant physiological capabilities to optimally use resources in its environment.

In this study, we have applied a systems approach to characterize the resilience of a generalist in a fluctuating resource environment in which it is required to dynamically switch between living independently or in a mutualistic interaction with a second organism. This two‐organism model community was previously established under sulfate‐deplete conditions that prevented independent growth of *Desulfovibrio vulgaris* (Dv) by sulfate respiration (SR), and required its syntrophic interaction with *Methanococcus maripaludis* (Mm) to support growth of both organisms (Hillesland & Stahl, 2010). “Syntrophy” (ST) is an obligate mutualism in which the oxidation of the organic substrate (lactate) by Dv is energetically feasible only if its fermentation products (primarily hydrogen (H_2_) and formate) are consumed by Mm. Hillesland and Stahl (2010) further subjected twelve replicate cultures of this model community to 1,000 generations of experimental evolution and observed significantly improved growth characteristics across all 12 lines around 300 generations (Hillesland & Stahl, 2010). Whole‐genome sequencing revealed that many mutations had accumulated in the genomes of both organisms across all 12 replicate cultures (Table EV1). Analysis of mutations showed that specialization for ST across nearly all lines came at the expense (tradeoff) of erosion of SR (Hillesland *et al*, 2014). Thus, the work of (Hillesland & Stahl, 2010; Hillesland *et al*, 2014) investigated physiological and genomic changes across Dv and Mm when the two organisms were required to co‐evolve in an obligately interdependent syntrophic association. The major finding from this prior work was that the obligate association with Mm resulted in erosion of sulfate respiration functions, thereby compromising the capability of Dv to live independently if excess sulfate were to become available in the future.

Here, we have conducted further analysis of the mutational data from the prior study to discover that in addition to erosion of SR, mutations had also accumulated at high frequency in components of the regulatory network—a finding that raised interesting questions regarding the role of regulation in evolution. We have investigated this question in great depth through inference of the gene regulatory network to identify regulators of SR, construction of regulatory mutants; laboratory evolution of wild‐type and regulatory mutant co‐cultures in *fluctuating* environmental conditions, and extensive molecular, transcriptomic, proteomic, and single‐cell characterization. Through this work, we have uncovered the importance of regulation and regulatory mutations on resilience of a microbial community in a fluctuating resource environment.

## Results and Discussion

### Regulatory functions accumulate mutations during laboratory evolution of obligate ST

We expanded analysis of sequencing data from the Hillesland *et al* (2014) study to examine frequencies, genomic locations, and functional categories of mutations that had accumulated during experimental evolution of obligate ST between a Dv and Mm two‐member microbial community. We observed a significant enrichment of mutations in coding regions of regulatory genes and also within intergenic regions in Dv (Fig 1A and B), potentially affecting both trans‐ and cis‐regulation of downstream genes. The functional categories for all mutated genes were enriched for regulation of transcription (GO:0045449, *P*‐value: 0.00632), transcription regulator activity (GO:0030528, *P*‐value: 0.05570), and two‐component sensor activity (GO:0000155, *P*‐value: 0.00608; Table EV2). Specifically, across the 12 lines, we found 112 mutations within coding regions of 33 regulatory genes (Biological regulation, GO:0065007, *P*‐value: 0.01018) and 365 mutations mapping to 108 unique intergenic loci (*P*‐value < 10^−4^). It is tempting to speculate from these results that some aspects of gene regulation in Dv must have been dispensable because of the limited physiological adjustments required for sustaining obligate ST. For instance, some of the intergenic mutations were proximal to genes such as two lactate permeases, and Ech hydrogenase—functions associated with SR, which was ultimately lost across most lines. Based on this result, we speculated that disruptive mutations in the GRN for SR would be detrimental in a variable environment with fluctuating availability of sulfate, which should favor an intact GRN that can optimize sulfate utilization by appropriately up‐ or downregulating SR.

**Figure 1:**
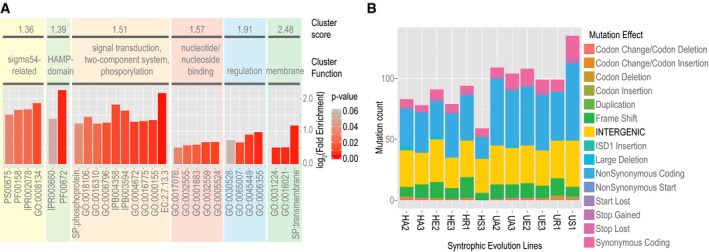
Mutations accumulate in the gene regulatory network during laboratory evolution of syntrophy Functional enrichment of mutations accumulated during experimental evolution of Dv‐Mm syntrophic community. Fold‐enrichment for enriched ontology terms (*P*‐values < 0.05) is shown in functionally related clusters.Number, type, and SnpEff‐predicted effects of mutations (Cingolani *et al*, 2012) accumulated over 1,000 generations during evolution of obligate ST between Dv and Mm. Enrichment of intergenic mutations was determined by a permutation test.

### GRN model identifies regulators that enable adaptation to an upshift in sulfate availability

Since regulators of SR were unknown, we used a systems biology approach to discover them by deciphering the GRN of Dv. Using a large compendium of Dv transcriptional response to diverse environmental factors (684 microarrays interrogating transcriptional responses to 25 unique perturbations) along with genomic sequence data (Dehal *et al*, 2009), we reconstructed the first global and predictive model of the GRN governing environmental responses of Dv (Table 1, Materials and Methods, Table EV3 and Table EV11; Reiss *et al*, 2006; Bonneau *et al*, 2007). The Environment and Gene Regulatory Influence Network (EGRIN) model organized 2,984 of 3491 (~85%) genes in the Dv genome into 170 regulatory modules and modeled their regulation by 122 transcription factors and 12 environmental factors. The EGRIN model made accurate predictions of transcriptional responses to new environments. The root‐mean‐square deviation (RMSD) of predicted transcriptional changes for all modules was similar over the training data set (RMSD = 0.42) and a new dataset that was not used in model construction (RMSD = 0.41; Bonneau *et al*, 2006). We further verified the EGRIN model by demonstrating that 38 gene modules within EGRIN had accurately recapitulated 31 out of 77 evolutionarily conserved Dv regulons curated in RegPrecise v4 (Novichkov *et al*, 2013) covering 17 transcription factor families and 1 RNA regulator (BH‐corrected *P*‐value < 0.005, Table EV4). In addition to reconstructing regulon memberships, EGRIN predicted the cognate transcription factor for each regulon and its binding location within individual gene promoters (Table EV3, Model EV1, the EGRIN model for Dv can be explored at http://networks.systemsbiology.net/syntrophy).

**Table 1:** Summary of EGRIN model

cMonkey model		Inferelator model	
Genes	2,984 of 3,491 total genes in the genome	Transcription factors	128
Conditions	684	Environmental factors	16
Regulatory modules	170^a^/349		
Motifs	148^b^/662		
Network^c^			
Nodes	306^d^	Upregulation	573
Edges	919	Downregulation	346

Environment and Gene Regulatory Influence Network (EGRIN) model was constructed as described in Materials and Methods. This model includes both cMonkey and Inferelator algorithm input data and results together with different filtering parameters as defined below.

a Number of modules filtered for residual ≤ 0.5.

b Number of motifs filtered for *e*‐value < 10.

c Network is filtered to only include influences with influence weight < −0.1 or > +0.1 and module residual < 0.5.

d Nodes include regulators and their targets regulatory modules.

Transcription factors in the EGRIN model were rank ordered by the predicted weight of their influence on regulatory modules that were enriched for SR genes. Altogether three transcription factors were predicted to regulate key SR genes across four modules, including two sigma‐54 family transcription factors: DVU0744 (a repressor of 128 target genes across nine modules, of which two contained SR genes) and DVU2275 (an activator of 119 target genes across eight modules, of which three contained SR genes), and a GntR family transcription factor: DVU2802 (a repressor of 240 target genes across 16 modules, of which three contained SR genes; Fig 2A and Table EV3). We characterized the predicted roles of these three transcription factors by assaying SR‐relevant fitness effects of transposon‐insertions in each of the three genes. Surprisingly, none of the three transcription factor mutants had a phenotype (measured as growth rate) under SR conditions with excess sulfate in the growth medium. By contrast, fitness of all three Dv mutants was significantly reduced when they were transitioned from a sulfate‐depleted condition to a growth medium with excess sulfate, supporting the hypothesis that regulation of SR is important only in response to a change in sulfate availability (Fig 2B and C; Alon, 2007).

**Figure 2:**
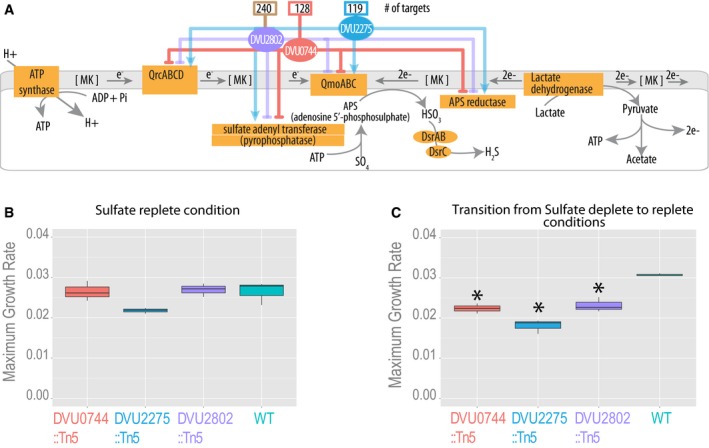
Sulfate respiration regulators identified using systems approach are necessary for transitioning to conditions with increased sulfate availability Three transcriptional regulators were predicted by the EGRIN model to influence the expression of SR genes. Influence of each regulator on its predicted targets is shown with color‐coded lines, with total number of gene targets above each regulator.Maximum growth rates for all Dv strains in excess sulfate condition.Maximum growth rates for wild type and the three regulatory mutants of Dv subsequent to transfer from a sulfate‐depleted condition to a growth medium with excess sulfate. Significant growth rate differences relative to wild type are indicated with an asterisk.Data information: (B and C) The lower and upper ends of the boxes (“hinges”) correspond to the first and third quartiles (the 25^th^ and 75^th^ percentiles). Horizontal lines correspond to median values. Error bars extend from the upper or lower hinges to the highest or lowest values that are within 1.5× IQR (interquartile range) of the hinge, respectively. Measurements are from three replicates.Source data are available online for this figure.

### Dv regulatory mutants establish stable co‐cultures with Mm during repetitive shifts between SR and ST, by contrast wild‐type lines reproducibly collapse

We examined growth characteristics of the wild‐type strain and the three mutants when growing with Mm in dynamically changing resource environments that support SR or ST at different times. Six replicate co‐cultures with Mm were established for each of the four strains in a sulfate‐depleted growth medium. The co‐cultures were then subjected to transitions between a medium containing lactate and sulfate or just lactate, requiring Dv to repeatedly switch between SR and Mm‐dependent ST, respectively—physiological adjustments that are ecologically relevant. Based on results in Fig 2B and C, we expected that the regulatory mutants would be ineffective at driving environment‐responsive transitions between ST and SR physiological states. Contrary to our expectation, the wild‐type co‐cultures rapidly and reproducibly collapsed within seven transfers, across all replicate lines. Strikingly, two of the three mutants sustained facultative ST over a longer time frame, with DVU0744::Tn5 never collapsing over 24 transitions (Fig 3). In contrast, only two of 24 replicate co‐cultures collapsed over a similar time scale in the obligate ST evolution experiment (Hillesland & Stahl, 2010).

**Figure 3:**
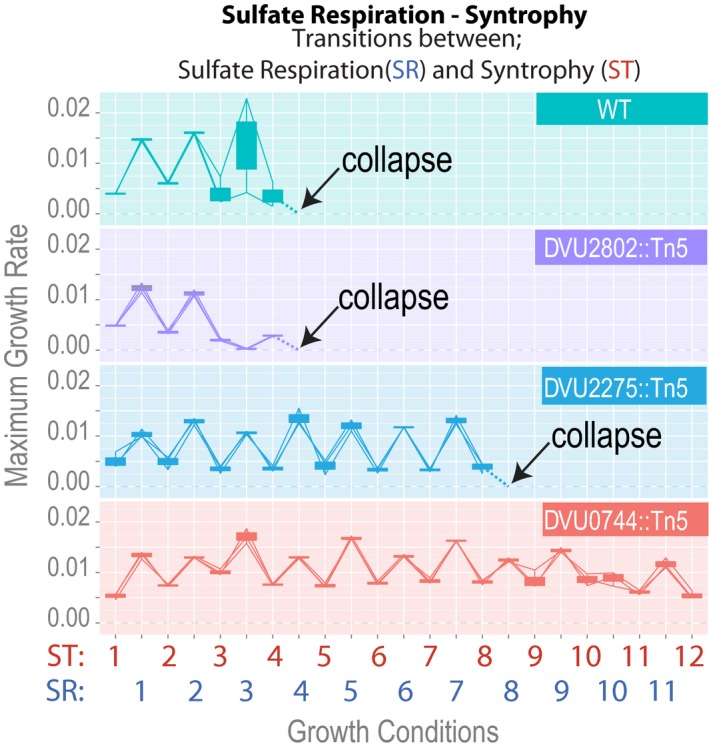
Regulatory mutations delay or prevent population collapse Co‐cultures of wild‐type Mm were established with each of the three regulatory mutants or wild‐type Dv under ST conditions. Each of the four co‐cultures was alternated between growth conditions that favor SR or ST by transferring an aliquot from an early log phase co‐culture into the next growth medium. Growth rates for co‐cultures across conditions supporting SR or ST are shown. Numbers indicate *n*‐th transition for either SR or ST conditions.Source data are available online for this figure.

### Collapse of wild‐type co‐culture lines results from unsustainable conditional regulation in a fluctuating environment

We explored two potential mechanisms that might have led to population collapse of the wild‐type co‐cultures, but sustained the DVU0744::Tn5 synthetic community.

#### Fast‐growing wild‐type Dv outgrew Mm

The rapid adaptation of the wild‐type strain to each shift (Fig 3) might have progressively resulted in serial dilution of Mm cells to a point that ST was unsustainable. The slower growth of DVU0744::Tn5 post‐transition to SR conditions might have maintained higher numbers of Mm cells and, therefore, circumvented collapse. However, collapse across most lines occurred under SR conditions that should have favored the wild type. Notwithstanding this observation, we counted the number of Dv and Mm cells through the course of the experiment using two independent techniques: microscopy and flow cytometry. There was no significant difference in relative ratios of Dv:Mm cells throughout the experiment, across both the wild‐type and DVU0744::Tn5 lines. Thus, we could rule out that population collapse in the co‐culture with wild‐type Dv might have resulted from dilution of Mm cells (Figs 4 and EV1).

**Figure 4:**
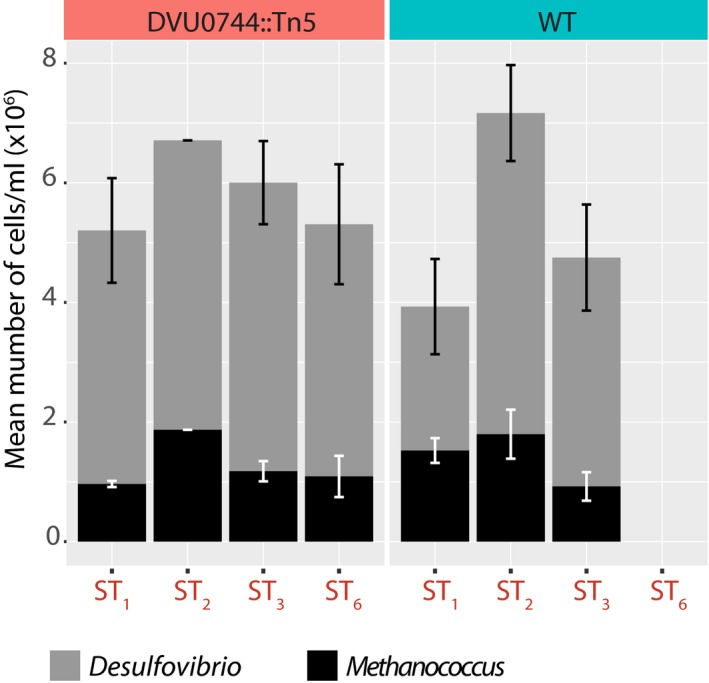
Relative ratios of Dv:Mm cells do not change in wild type and DVU0744::Tn5 through the laboratory evolution experiment Hemocytometer counts of Dv and Mm cells in wild‐type and DVU0744::Tn5 co‐cultures across ST conditions. We determined cell numbers by using both microscopy and flow cytometry in order to rule out that population collapse in the co‐culture with wild‐type Dv might have resulted from washing out of Mm cells. Similar results were observed with flow cytometer counts (Fig EV1). Error bars correspond to standard deviation across 3 replicate measurements.Source data are available online for this figure.

**Figure EV1:**
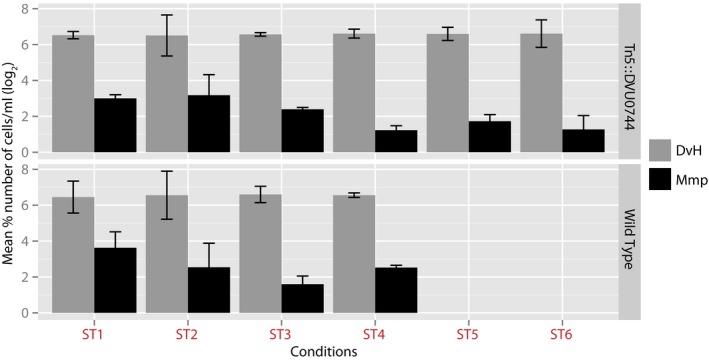
Flow cytometry counts of Dv and Mm cells across all replicates and across multiple ST conditions Cell concentrations were calculated by dividing the number of events counted for each cell population by the volume sampled and reported as cell number per ml. Error bars correspond to standard deviation across 3 replicate measurements.

#### Conditional regulation in a continually fluctuating environment is unsustainable

Gene regulation minimizes the cost of cellular operations by turning up or down physiological processes in an as‐needed manner depending on resource availability (Nagarajan *et al*, 2013). While this justifies adaptive value of gene regulation in a variable resource environment, regulatory systems can become burdensome and even a bane in an environment that seldom changes or one that changes too frequently (Alon, 2007). We analyzed global transcriptome changes in wild‐type Dv and DVU0744::Tn5 during ST and SR growth modes, and following transitions between the two (Fig EV2). Over 1,300 genes were differentially regulated in the wild type demonstrating extensive gene regulation during various phases of the experiment, especially upon transitioning between SR and ST conditions (Fig 5A, upper panel). This result is comparable to the reported differential expression of 1,202 genes upon switching from ST to sulfidogenic lifestyles of Dv co‐cultured with *Methanosarcina barkeri* (Plugge *et al*, 2010). A significant fraction of the differentially regulated genes were determined to be essential (essentiality is determined based on Rapid Transposon Liquid Enrichment Sequencing and an associated model for essentiality (Fels *et al*, 2013) for growth by SR (Fig 5A, lower panel; 264/1,300; *P*‐value: 8.1 × 10^−8^, Table EV5; Fels *et al*, 2013).

**Figure EV2:**
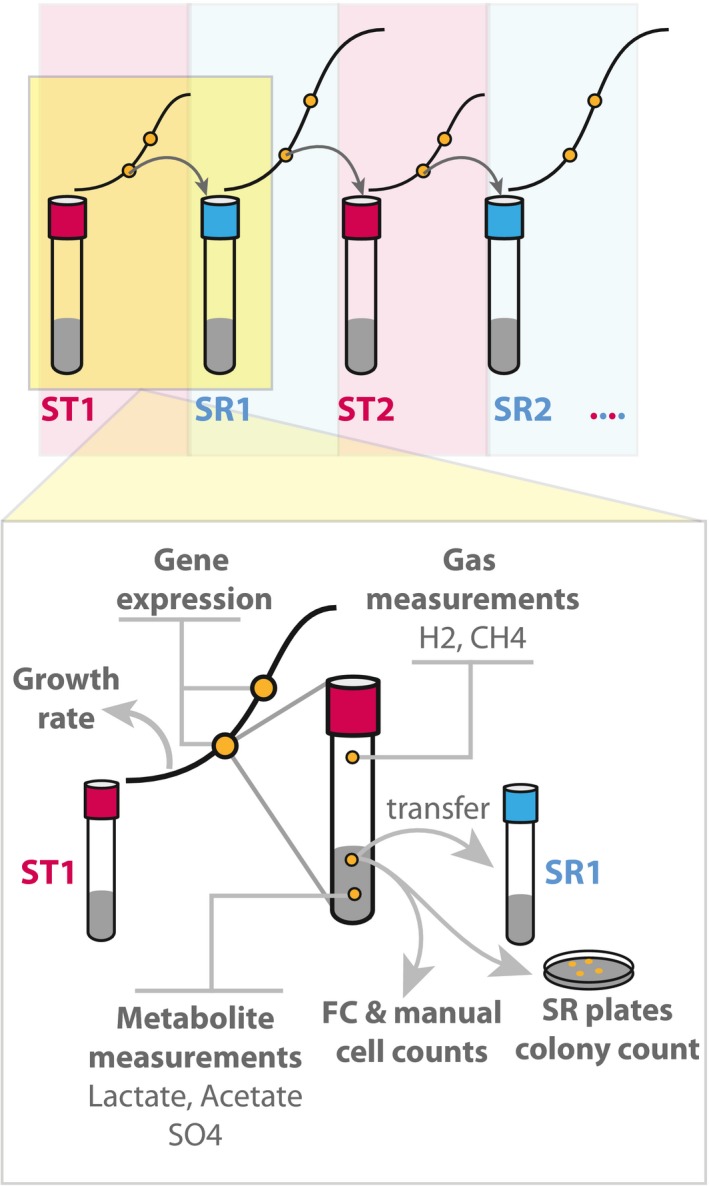
Experimental workflow used in this study

**Figure 5:**
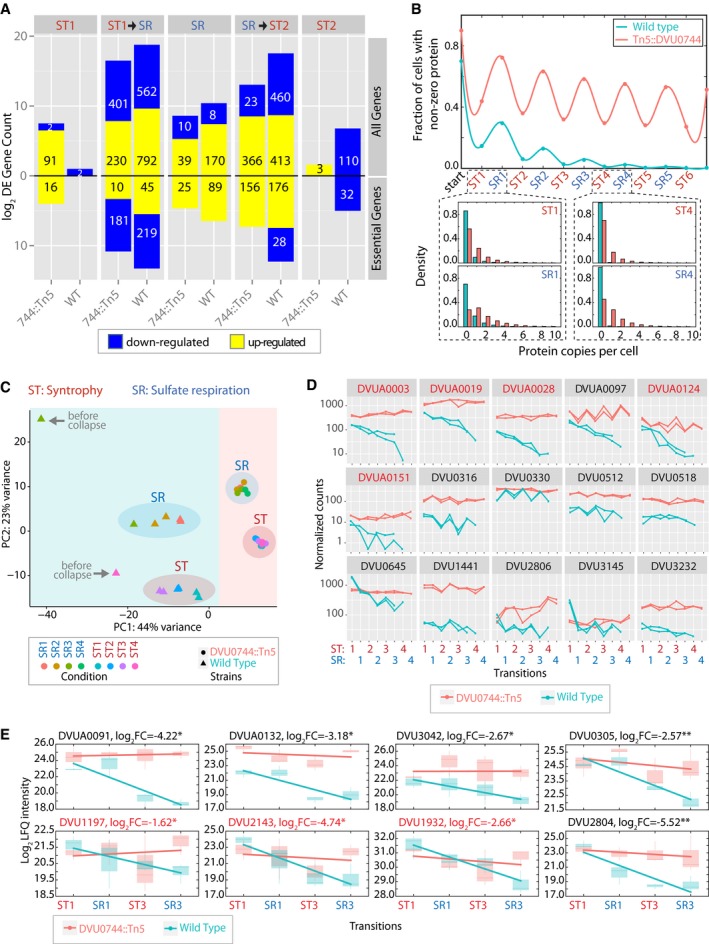
Disruption of conditional regulation in mutant prevents dilution of transcripts and proteins in fluctuating environments Global transcriptomes were profiled and compared between early and mid‐log phase within each condition, denoted ST1 (first iteration of ST), SR, and ST2 (second iteration of ST); and after transition between ST and SR. Upward barplot shows all differentially expressed genes, and the downward barplot shows only essential genes.We simulated the protein copy number distribution in each phase of growth (ST and SR), assuming that a hypothetical gene was repressed in ST, but essential for SR. The fraction of cells with nonzero copies of an essential protein for sulfate respiration is plotted over several transfers (upper panel). Lower panel shows histogram of protein copy numbers per cell for selected early (ST1 and SR1) and later (ST4 and SR4) transitions.PCA plot created by DESeq2 R package for visualizing clustering of experimental covariates based on the normalized read counts.Change in abundance of selected Dv transcripts during experimental evolution of wild‐type and mutant co‐cultures. Normalized RNA‐seq read counts for each gene across two replicates for wild type (green) and mutant (red) are plotted on a log_10_ scale. Essential gene names are indicated in red. See Appendix Fig S1 for the complete list of transcripts.Log_2_‐fold change of protein abundance in ST1, SR1, ST3, and SR3 conditions, in the wild‐type and mutant co‐cultures (* indicates *P*‐value < 0.05, or ** indicates *P*‐value < 0.01). Essential gene names are indicated in red. See Table EV10 for the complete list of proteins. The lower and upper ends of the boxes (“hinges”) correspond to the first and third quartiles (the 25^th^ and 75^th^ percentiles). Horizontal lines correspond to median values. Error bars extend from the upper or lower hinges to the highest or lowest values that are within 1.5× IQR (interquartile range) of the hinge, respectively. Source data are available online for this figure.

Regulation of more than 80% of the genes (1,148 genes) that changed in the wild type was disrupted or altered in DVU0744::Tn5, demonstrating an important role for DVU0744 in globally coordinating transcription during transitions between SR and ST (Table EV5). The system‐wide consequences of knocking out DVU0744 could be attributed to its predicted regulation of five signal transduction genes and seven transcriptional regulators; expression of four of these regulatory genes was perturbed in DVU0744::Tn5. Affected genes in DVU0744::Tn5 were enriched for functions in two‐component signal transduction (52; *P*‐value:1.1 × 10^−6^), regulation of transcription (64; *P*‐value: 1.8 × 10^−5^), and bacterial chemotaxis (11; *P*‐value: 1.9 × 10^−5^; Table EV6) –functions that have been demonstrated to be important for ST in other species (Kosaka *et al*, 2008; Kato *et al*, 2009; Shimoyama *et al*, 2009). Twenty‐seven affected genes were predicted targets of DVU0744 in the EGRIN model, 141 were deemed essential for SR (Fels *et al*, 2013), 70 accumulated mutations (including missense, nonsense, and frameshift mutations) during experimental evolution of obligate ST (Hillesland *et al*, 2014), and 93 have been previously shown to be important for ST (Walker *et al*, 2009).

### Model predicts that conditional repression drives dilution of essential proteins within individual cells

To understand the consequence(s) of disrupted regulation of SR and elucidate the mechanism for population collapse, we adapted the model for the lac system developed by Cai *et al* (2006). We selected this model because like the lactose‐dependent repressor LacI, DVU0744 is a transcriptional repressor that is sensitive to sulfate concentration, which is evidenced by the growth impairment during transitions from sulfate‐deplete to sulfate‐replete conditions (Fig 2C). We used the model to investigate how disrupted regulation would affect the cellular protein copy number distribution in a rapidly fluctuating environment. More specifically, we were interested in understanding how loss of condition‐specific repression of essential genes during ST growth affected their protein copy number.

Analogous to the lac system, the model is developed on the assumption that presence or absence of sulfate can lead to an all‐or‐none type induction of SR‐essential genes. Applying this model to the experimental evolution regime predicted that conditionally repressed genes are dramatically diluted due to iterative transitioning between SR and ST conditions. Specifically, with DVU0744 present in the wild‐type strain, all‐or‐none type induction is probable for many essential genes and thus most cells will transition to a state that is appropriate for the environmental condition—a property termed “*relational resilience*” (Song *et al*, 2015). Conversely, with repetitive shifting of the environmental condition, most wild‐type cells lose conditionally essential proteins due to complete repression of genes relevant for the opposite growth condition. With the absence of DVU0744 in the mutant strain, complete repression is not achieved, and leaky expression of normally repressed genes confers a hybrid state that is tolerant of repetitive transition between SR and ST, albeit with a fitness cost associated with a single transition (Fig 2C). We found with this model that the population of wild‐type cells rapidly loses essential proteins that are repressed in ST, but not fully restored during SR (Fig 5B). The mutant strain also experiences a decline in the fraction of cells with nonzero copies of the protein, but it is not as dramatic. Thus, loss of repression in the mutant strain maintains a higher proportion of cells (relative to the wild type) with at least one copy of the regulated protein. This supports the notion that conditionally repressed, essential proteins are progressively lost causing population collapse of the wild‐type co‐culture. We can now posit that this phenomenon is generalizable to other systems including the lac system and adaptive evolution of *E. coli* to fluctuations in lactose concentration, a set up on which the Cai *et al* model was based.

### Predicted dilution due to conditional regulation is confirmed at the level of transcripts, proteins, and metabolic activity

We looked for evidence of the model‐predicted dilution effect at the level of transcripts, proteins, and metabolites.

#### Evidence for dilution at the transcript level

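Transcripts were counted in 29 RNA-seq libraries from co-cultures of Desulfovibrio vulgaris Hildenborough (Dv) with Methanococcus maripaludis (Mm), 13 of them with wild type Dv and 16 with DVU0744::Tn5, a mutant with a transposon in the regulator gene DVU0744. Each strain was followed in 2 culture lines, named replicate 2 and replicate 4, which were moved in turn between syntrophy (ST, 40 mM lactate) and sulfate respiration (SR, lactate with 15 mM sulfate). The wild type lines gave libraries from ST1 to SR3, with a last library at ST4 in replicate 4, and the mutant lines gave libraries from ST1 to SR4. The Methods describe cultures of 50 ml in 200-ml bottles, whereas the description deposited with the libraries gives 10 ml in tubes. The authors removed ribosomal RNA, made stranded libraries, sequenced read pairs of 75 bases, and counted the reads of each gene with HTSeq after trimming with Trimmomatic and alignment with STAR. The paper's text does not name the strand setting of the counting, so counts of overlapping and antisense genes are uncertain. The deposited values were whole-number counts without normalization for 3712 Dv genes, of which 152 had the DVUA identifiers of the plasmid.

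Between 722279 and 4425999 reads per library were counted on genes, with a median of 985359 in wild type ST, 3375659 in wild type SR, 1679774 in mutant ST and 2233832 in mutant SR. Reads in no gene made up 14.3% to 30.5% of the counted reads and alignments (median 21.9%). Counts were normalized by edgeR's TMM method, and 3391 genes, 143 of them on the plasmid, had enough counts to be tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. A model with a group for each strain and transition gave the changes between transitions, and a model with a mean for each strain and state and a slope per transfer in each strain gave the trends. All libraries were fitted together, because 2 libraries per group leave few degrees of freedom. Libraries of the same culture line are repeated samples of that line, so that each strain had 2 independent lines.

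The DVU0744 transcript was kept in the mutant. Its level was 206 ± 35.9 CPM (counts scaled to a library of 1e6; SD, n = 8 libraries) in mutant ST and 225 ± 26.1 (SD, n = 7) in wild type ST, a log2 difference, wild type minus mutant, of 0.08 (standard error 0.08, adjusted p = 0.477 from edgeR's quasi-likelihood test). In SR it was 266 ± 32.4 (SD, n = 8) in the mutant and 130 ± 12.4 (SD, n = 6) in wild type, a log2 difference of -1.09 (standard error 0.08, adjusted p = 1.37e-09 from the same test). Reads from either side of a transposon can be counted on the gene, so these counts do not check the strain labels.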

We used RNA‐sequencing to globally track changes in transcript abundances in wild type and DVU0744::Tn5 during repeated transitions of their respective co‐cultures between ST and SR conditions, up until (wild type) and beyond (DVU0744::Tn5) the point of collapse. First, we performed principal component analysis (PCA) of the top 500 most variant genes across the entire experiment, in order to assess overall similarity and differences between samples. The PCA showed that transcriptomes of the wild type and mutant could be distinctly attributed to the genotype (PC1) and ST/SR physiological states (PC2; Fig 5C). 

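After DESeq2's variance stabilizing transformation, the first component of the 500 most variable genes held 47.2% of their variance and the second 24.9%. On PC1 the 13 wild type libraries lay between -38.7 and -7.08 and the 16 mutant libraries between 12.1 and 21.6, and strain accounted for 87.3% of the variance of PC1 (two-sided permutation test with 100000 resamples, p = 1e-05, the smallest that these resamples give). On PC2 the 15 ST libraries lay between -21.5 and -8.62 and the 14 SR libraries between 11.5 and 23.2, and the growth state accounted for 94.4% of the variance of PC2 (same test and p). These p-values treat libraries of a culture line as independent. Plasmid genes made up 140 of the 500 genes. When the 500 most variable chromosomal genes were used instead, the axes changed places. PC1, with 37.0% of the variance, then followed the growth state, and strain accounted for 6.41% of it (permutation test, p = 0.181), while strain accounted for 87.4% of PC2.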

Interestingly, the regulatory mutant reproducibly restored its original ST or SR state subsequent to each transition, whereas the wild type was unable to do so, with each transition pushing it farther from the original ST and SR states. 

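The distance of each library from the first library of the same culture line and growth state was computed over the 3391 tested genes on the variance stabilized scale. Replicate lines of the same strain and transition in cycle 1 lay 12.9 to 23.2 apart. In later cycles they lay 17.1 to 56.7 apart, with the widest gaps at mutant ST3 (40.8) and wild type SR3 (56.7). In the mutant, the distances were 25.3 to 29.7 in cycle 2, 23.8 to 42.7 in cycle 3 and 25.0 to 30.0 in cycle 4, and the value of 42.7 belonged to ST3 of replicate 4. In wild type, the distances in ST were 36.7 and 35.1 at ST2, 41.5 and 41.8 at ST3, and 52.7 at ST4, which has a library of replicate 4 only. The distances in wild type SR were 26.0 and 27.3 at SR2, and 63.8 in replicate 2 and 35.95 in replicate 4 at SR3. Averaged over ST and SR of cycle 3, the wild type lines lay 1.47 times as far from their first libraries as the mutant lines, which 2 lines against 2 cannot separate from chance (two-sided exact permutation test, p = 0.33, the smallest possible). This ratio was 1.60 after rlog and 1.25 with chromosomal genes only. It was 1.01 when a block of neighbouring chromosomal genes, DVU1476 to DVU1527, was also left out, a choice made after the data were seen. The ratio without that block was 1.19 when mutant ST3 of replicate 4 was left out as well, so the value near 1 depends on this library. With all genes the ratio was 1.73 without mutant ST3 of replicate 4, 1.29 without wild type SR3 of replicate 2 and 1.52 without both, alternatives also chosen after the data were seen. Without the block, the distance of wild type SR3 in replicate 2 was 30.2, and that of wild type ST4 was 34.8. Libraries were not brought to the same total count for the distances, so the part of depth in them was not tested.

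**Figure D1:**
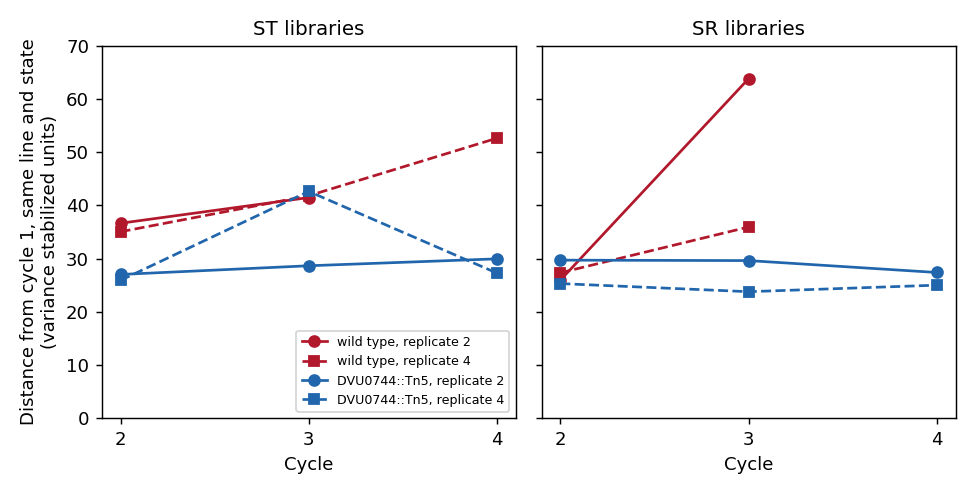
Distance of each library from the cycle 1 library of the same culture line and growth state (variance stabilized units, over 3391 genes) by cycle, for ST on the left and SR on the right. Points are single libraries, circles for replicate 2 and squares for replicate 4; wild type SR3 of replicate 2 lies highest, at 63.8.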

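SR3 and ST4 were the last transitions sampled in wild type. Between SR1 and SR3, 554 genes changed in wild type, 229 higher and 325 lower at SR3, and 118 of those lower were plasmid genes (adjusted p under 0.05, edgeR's quasi-likelihood test with 2 libraries per group). In the mutant, 216 genes changed over the same interval, 2 of them on the plasmid. The change differed between the strains for 144 genes, of which 98 were plasmid genes. Between ST1 and ST3, 387 genes changed in wild type and 299 in the mutant, and the change differed between the strains for 136 genes, 82 of them on the plasmid. Leaving out a culture line moved most of these counts more than the other alternatives did. The count of 144 fell furthest, to 60, with a filter of at least 10 counts in every library. The count of 216 was 3 without mutant replicate 2, and the count of 554 was 187 without wild type replicate 2. The wild type ST4 library stands alone in its group, and its 505 genes changed from ST1 have no replicate check.

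The genes with the largest rise from SR1 to SR3 in wild type were DVU1499, DVU1524 and DVU1500, with log2 changes of 10.79, 10.79 and 10.54. Most of this rise came from the library of replicate 2. Without the replicate 2 line the changes were 2.73, 0.13 and 2.34, of which the first and the last still passed (adjusted p = 0.0409, 0.975 and 0.00616 from edgeR's quasi-likelihood test). Plasmid genes DVUA0126 and DVUA0108 had log2 changes of -5.22 and -5.04 (standard errors 0.32 and 0.27, adjusted p = 1.32e-09 and 3.09e-10 from the same test). DVU23SE, by its identifier a gene of the ribosomal RNA that was removed before sequencing, lay between these by the fitted change (-5.13). It had 6 and 8 counts at SR1 and 0 in both libraries at SR3. The size of its fall was therefore not measured. It passed with all libraries (adjusted p = 0.0333, same test) but not when any culture line was left out.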

The transcriptome of the wild type appeared dramatically different than the appropriate state for the growth condition just prior to the population collapse, suggesting that inability to adopt the appropriate (SR or ST) attractor state (i.e. loss of *relational resilience* (Song *et al*, 2015) is an early warning sign for population collapse. Furthermore, consistent with the model prediction, we observed progressive dilution of transcripts in wild type relative to the mutant. 

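A change per transfer was fitted for each gene in each strain, with separate means for ST and SR. In wild type, 247 genes had a negative and 107 a positive slope at an adjusted p under 0.05 (edgeR's quasi-likelihood test), and in the mutant 145 genes had a negative and 145 a positive slope. TMM normalization sets the typical gene near 0, so these slopes are relative to the other genes of a library and cannot show a change shared by most genes. The paper states that transcripts were progressively diluted in wild type relative to the mutant, as its model had predicted.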

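A gene was called declining in wild type and not in the mutant when its slope in wild type was negative and its slope in wild type minus its slope in the mutant was negative, both at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By this rule 145 of the 3391 tested genes were called. The mirror rule, declining in the mutant and not in wild type, called 0 genes with edgeR, 20 at an unadjusted p under 0.05, and 3 genes with DESeq2, and edgeR called 1 with the culture line as a block. DESeq2 called 143 declining genes, 142 of them the same. The alternative that moved the count most was a filter of at least 10 counts in every library, which left 40 genes because it removes genes whose counts fell. Without wild type replicate 4, 99 genes were called, 94 of them the same.

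All 15 genes plotted in Fig 5D had a negative slope in wild type, and 9 of them were called, among them all 6 plasmid genes. DVUA0028 fell from 45.2 ± 1.40 CPM (SD, n = 2) at ST1 to 11.7 ± 4.18 (SD, n = 2) at ST3 in wild type. In SR it fell from 31.7 ± 5.60 at SR1 to 4.65 ± 0.35 at SR3 (SD, n = 2 each). Its raw counts were 32 (replicate 2) and 82 (replicate 4) at ST1, and 11 (replicate 2) and 22 (replicate 4) at SR3. Its slope was -0.58 log2 units per transfer in wild type (standard error 0.04, adjusted p = 7.96e-12) and 0.02 in the mutant. Of the 9 chromosomal genes, DVU0645, DVU3145 and flhA (DVU3232) were called, with wild type slopes of -0.49, -0.44 and -0.19 and slope differences from the mutant of -0.43, -0.50 and -0.18 (adjusted p of the differences 7.66e-08, 0.0078 and 0.0235). DESeq2 did not call flhA. The decline of DVU3145 lay between ST1 and ST2 in ST, and from SR1 to SR3 it changed by 0.27 (adjusted p = 0.519, edgeR's quasi-likelihood test). Without the ST1 libraries, a choice made after the data were seen, its wild type slope was 0.05 and it was not called, nor was flhA, whereas DVU0645 still was. The slopes of flgB (DVU0316), flgF (DVU0512) and DVU1441 were negative in wild type (adjusted p = 0.0225, 0.0053 and 0.0178), but their difference from the mutant did not pass the threshold (adjusted p = 0.461, 0.404 and 0.442). From ST1 to ST3 alone, flgB did differ between the strains, with a log2 change of -2.80 in wild type and a difference from the mutant of -2.44 (adjusted p = 0.0221, edgeR's test of the interaction), on at most 19 counts per wild type library at ST1 and 2 at ST3. From SR1 to SR3 it did not (adjusted p = 0.824, same test). For DVU2806 the difference passed (-0.42, adjusted p = 0.0034) and the wild type slope of -0.18 did not (adjusted p = 0.171). Its mutant slope was 0.24 (adjusted p = 0.00351, edgeR's quasi-likelihood test), so a rise in the mutant was part of this difference. For DVU0330 and DVU0518 neither passed. At ST1, DVU1441, DVU0518, flgF, flgB, flhA and DVU0330 were already lower in wild type than in the mutant (log2 differences -4.10, -3.18, -2.65, -2.40, -2.13 and -1.81). DVU3145 and DVU0645 were higher (2.20 and 1.40), and DVU2806 differed by 0.16.

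The 5 chromosomal genes with the steepest called decline were DVU1967, sqr (DVU1968) and DVU1969, which are neighbours, DVU0645 and DVU3144, with wild type slopes of -0.89, -0.86, -0.64, -0.49 and -0.45. All 5 began higher in wild type than in the mutant, at ST1 by 5.25, 5.39, 4.98, 1.40 and 2.17 on the log2 scale. Averaged over the matched transitions, DVU1967, sqr and DVU1969 remained higher in wild type, by 2.96, 2.76 and 2.13. For DVU0645 and DVU3144 this average, wild type minus mutant, was -0.52 and -0.21. The mutant libraries had at most 4 counts on DVU1967, so a decline there could hardly be seen. The sqr transcript also fell in the mutant, by -2.47 on the log2 scale from ST1 to ST4 (adjusted p = 0.00351, edgeR's quasi-likelihood test), though its slope in the mutant did not pass the threshold (adjusted p = 0.181). DVU3144 had a log2 change of -3.63 from ST1 to ST3 and of 0.44 from SR1 to SR3 (adjusted p of the latter 0.225, edgeR's quasi-likelihood test), and its slope was 0.10 without the ST1 libraries. The count of chromosomal genes was 15, and it ranged from 4 to 67 over the alternatives. Without the ST1 libraries, 122 genes were called, all among the 145, and 5 of these were chromosomal, with sqr, DVU1969 and DVU0645 among them and DVU1967 and DVU3144 not.

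**Figure D2:**
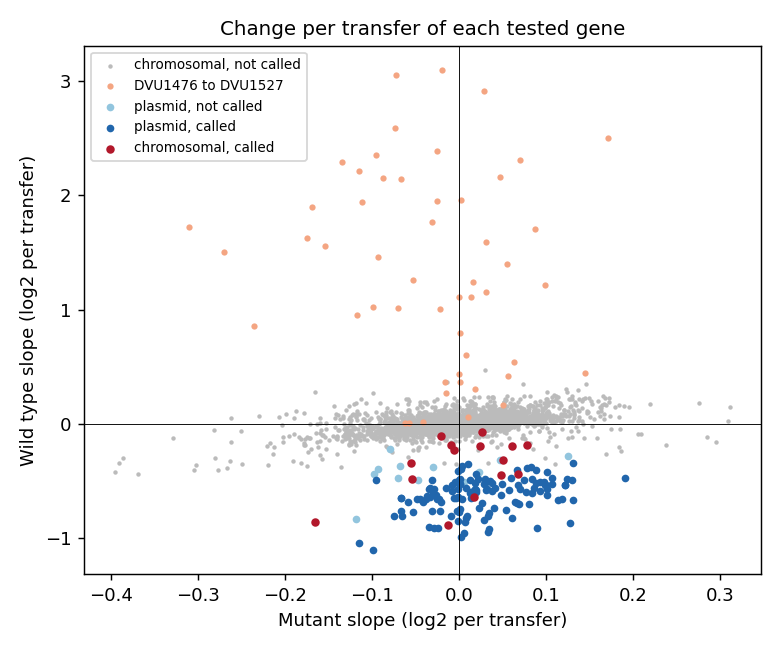
Slope of each of the 3391 tested genes in the mutant (horizontal axis) and in wild type (vertical axis), both in log2 units per transfer. Called plasmid genes (dark blue) lie below 0 in wild type and near 0 in the mutant, called chromosomal genes are red, and the neighbouring genes DVU1476 to DVU1527 (orange) include wild type slopes up to 3.10.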

Approximately, 146 transcripts, including eight essential genes, suffered steady decline in abundance over progressive transitions in wild type but not in the regulatory mutant (Fig 5D and Appendix Fig S1). A significant number (118 genes) of affected genes were plasmid‐encoded—while this observation warrants further investigation that is outside the scope of this study, it is noteworthy that many of these plasmid‐encoded genes are essential. 

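Of the 145 called genes, 130 were plasmid genes (89.7%), out of 143 plasmid genes tested, against 15 of 3248 chromosomal genes (two-sided Fisher's exact test, p = 7.75e-201, with genes of the same plasmid not independent of each other). Every one of the 143 plasmid genes had a negative slope in wild type, with a median of -0.59 log2 units per transfer and a range from -1.11 to -0.22. Their median slope in the mutant was 0.01, 0 of them declined in the mutant at an adjusted p under 0.05 and 7 rose (edgeR's quasi-likelihood test). Between single transitions a few plasmid genes were lower in the mutant, 4 at ST4 than at ST1, 2 at ST3 than at ST1, 1 at SR3 than at SR1 and 1 at SR4 than at SR1 (DVUA0006). Among them were DVUA0108 from ST1 to ST4 (log2 change -1.20, adjusted p = 0.00161, same test) and DVUA0126 from SR1 to SR3 (-0.87, adjusted p = 0.0470, same test). The decline was steepest in DVUA0126, DVUA0108 and DVUA0109, with slopes of -1.11, -1.04 and -0.99.

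The share of all gene counts that fell on plasmid genes needs no gene model. In wild type replicate 2 it was 1.10% at ST1 (95% exact binomial interval 1.08% to 1.13%) and fell at each of 5 transfers to 0.173% at SR3. In wild type replicate 4 it was 1.15% at ST1 and fell at each of 6 transfers to 0.0555% at ST4, a 20.6-fold decrease. In the mutant lines it was 3.04% and 3.01% at ST1 and 2.69% and 2.68% at ST4, and 2.27% and 2.31% at SR1 and 2.47% and 2.52% at SR4. In each mutant line it fell at the 4 transfers from ST to SR and rose at the 3 from SR to ST, so it followed the growth state. The share was thus already lower in wild type than in the mutant in the first libraries. Averaged over the matched transitions, all 143 plasmid genes were lower in wild type (adjusted p under 0.05, edgeR's quasi-likelihood test), and 108 of them were lower at ST1. The average includes the later decline, and single genes were not lower at every transition. At SR1, DVUA0126 had 226 ± 7.61 CPM in wild type and 200 ± 43.3 in the mutant (SD, n = 2 each). The intervals cover counting error only, and the libraries hold RNA, so the number of plasmid copies per cell was not measured. The alternatives gave between 36 called plasmid genes, with at least 10 counts required in every library, and 136.

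**Figure D3:**
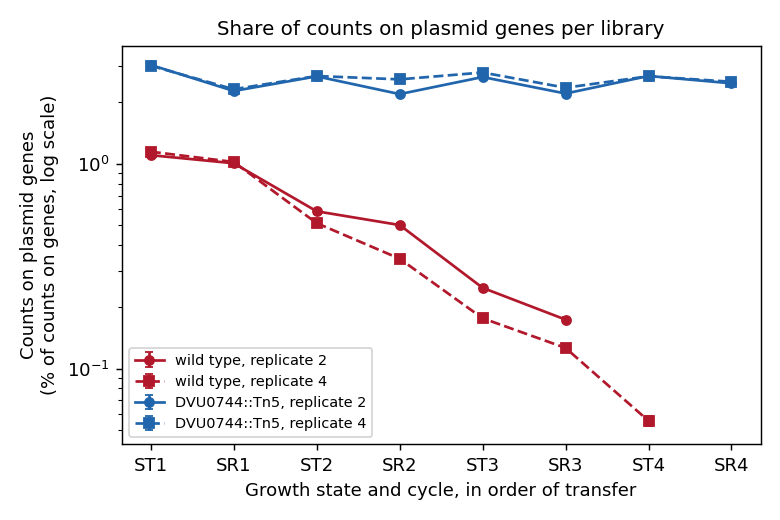
Share of counts on plasmid genes in each library (percent of counts on genes, log axis) in the order of the transfers, with 95% exact binomial intervals that are mostly smaller than the points. Circles and solid lines are replicate 2, and squares and dashed lines are replicate 4; the wild type lines fall from 1.10% and 1.15% and the mutant lines stay above 2%.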

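Type III secretion genes (symbols beginning sct), flagellar genes (flg, flh and fli) and hydrogenase genes (hyd, hyn, hyp and hys) were taken from the gene symbols of the RefSeq assembly GCF_000195755.1, which pairs 3149 of the 3712 identifiers but gives no products, so that members without a symbol were missed, such as the Fe hydrogenase genes DVU1769 and DVU1770. These sets were chosen after the files were seen. All 12 type III secretion genes tested were plasmid genes and all 12 were called, with a median slope of -0.84 log2 units per transfer in wild type and 0.01 in the mutant (limma's fry on the difference, adjusted p = 9.48e-12 over 12 set tests). The other plasmid genes fell too, but less steeply, with a median slope of -0.57.

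Of the 23 flagellar genes, all chromosomal, flgA (DVU0514) and flhA were called, a share of 8.70% that did not differ significantly from that of all tested genes (two-sided Fisher's exact test, p = 0.258) but did from that of chromosomal genes (p = 0.00476). Neither was called when the ST1 libraries were left out, a choice made after the data were seen. The flagellar genes by symbol plotted in Fig 5D, flgB, flgF and flhA, were already lower in wild type than in the mutant at ST1. Their log2 differences, wild type minus mutant, were -2.40, -2.65 and -2.13. As a set, 21 of 23 had a negative slope in wild type, with a median of -0.10. In the mutant, 19 of 23 had a negative slope, with a median of -0.03, and the set declined there as well (limma's fry, adjusted p = 1.42e-04). The difference between the strains had an adjusted p = 2.90e-04 by fry. The flagellar difference did not pass 0.05 with limma's camera, which compares a set with the other genes, under a preset or an estimated correlation, nor with fry without wild type SR3 and ST4. With camera the type III secretion result still passed. Of the 11 genes with hydrogenase symbols, 0 were called by edgeR and 0 by DESeq2, and 1 passed at an unadjusted p under 0.05 in edgeR. Table EV5, held in part, describes hysB (DVU1917) and hysA (DVU1918) of this set as hydrogenase subunits. It describes hysD (DVU1919) as a putative expression or formation protein, and none of the others as a hydrogenase. The set was thus not limited to subunits of the enzyme. The slope of hydF (DVU1768) was negative in wild type (-0.19, adjusted p = 0.0146, edgeR) and also in the mutant (-0.13, adjusted p = 0.0393), and the difference did not pass (adjusted p = 0.855). The large and small Fe hydrogenase subunits DVU1769 and DVU1770, named in Table EV5 and looked up after the data were seen, also declined in wild type (slopes -0.27 and -0.31, adjusted p = 0.00744 and 0.00530, edgeR), with slopes of -0.16 and -0.16 in the mutant (adjusted p = 0.0510 and 0.0966) and differences that did not pass (adjusted p = 0.762 and 0.650). The median slope of the 11 genes was 0.01 in wild type and 0.03 in the mutant, with a median difference of -0.03 (limma's fry, adjusted p = 0.352).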

Taken together all affected transcripts were enriched for bacterial type III secretion and flagella‐related pathways and also included many energy production pathway‐related genes, including hydrogenase.

#### Evidence for dilution at the protein level

We performed quantitative, shotgun proteomics to track abundance changes in 728 proteins during transitions of Mm co‐cultures with wild type and DVU0744::Tn5 between SR and ST (Table EV10, Materials and Methods). Using linear regression, we discovered that at least 52 proteins were progressively diluted in the wild‐type background, but not in the regulatory mutant (Fig 5E and Appendix Fig S2). The likelihood of this trend was determined to be statistically very significant (*P*‐value: 0.0025). Functional roles for these proteins included signaling, transport, and amino acid metabolism, and eight had been previously determined to be essential for survival in SR conditions. Notably, there were only three proteins with a reverse trend; that is, they were diluted in the mutant but not in the wild type—demonstrating unequivocally that regulation by DVU0744 in response to frequent transitions between SR and ST leads to progressive dilution of both transcripts and proteins.

#### Evidence for dilution at the metabolite level

Finally, we monitored metabolic activity of Dv across transfers between ST and SR in a new set of laboratory evolution experiments. Through successive transfers, rapid decline in lactate consumption and H_2_ evolution (proxies for metabolic activity of Dv) supported the model‐predicted dilution of proteins performing essential biochemical functions. Consistent with the model prediction, DVU0744::Tn5 achieved steady‐state levels of H_2_ evolution (Fig 6A) and consumption of lactate (Fig EV3).

**Figure 6:**
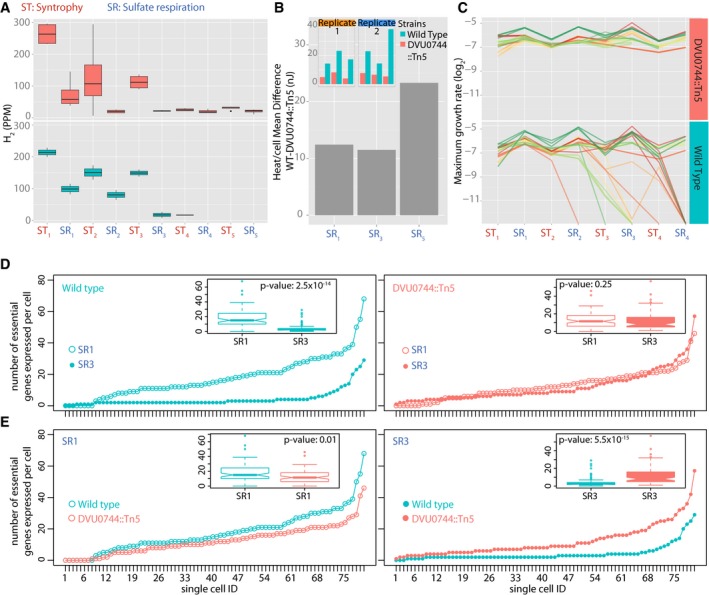
Evidence supporting the mechanism for microbial population collapse in a fluctuating environment Boxplots for H_2_ levels in replicate wild‐type (lower panel) and mutant (upper panel) co‐cultures.Microcalorimetry measurement of heat released (nj) per cell upon transition of wild‐type and mutant co‐cultures into SR conditions. Inset plots report total heat released by wild‐type (green) and mutant (red) co‐cultures in SR1, SR3, and SR5 conditions, in two replicate experiments. Gray bar plots represent difference between average heat production per cell of wild‐type and mutant strains, across the three successive SR conditions.Growth rates for > 24 replicate co‐cultures of Mm with either wild‐type Dv (lower panel) or DVU0744::Tn5 (upper panel).Significantly fewer essential genes are expressed across most single cells of the wild‐type population that is unable to grow in the subsequent transition. Here, the number of essential genes expressed above background genomic DNA are plotted for each analyzed single cell and cells are ordered by rank abundance for WT SR1‐ initial transfer versus SR3 transfer prior to collapse (left); and mutant SR1‐ initial transfer versus SR3 where growth continues in contrast to the WT population (right). Insets are boxplots of the same data with *P*‐values calculated from the equivalent of Mann–Whitney test (*n *= 80 single cells).Number of essential genes per cell in wild type is compared to mutant during SR1 (left) and SR3 (right). See Materials and Methods. Insets are boxplots of the same data with *P*‐values calculated from the equivalent of Mann–Whitney test (*n *= 80 single cells).Data information: (A, D and E) The lower and upper ends of the boxes (“hinges”) correspond to the first and third quartiles (the 25^th^ and 75^th^ percentiles). Horizontal lines correspond to median values. Error bars extend from the upper or lower hinges to the highest or lowest values that are within 1.5× IQR (interquartile range) of the hinge, respectively. (D and E) The notches extend to ±1.58 IQR/sqrt.Source data are available online for this figure.

**Figure EV3:**
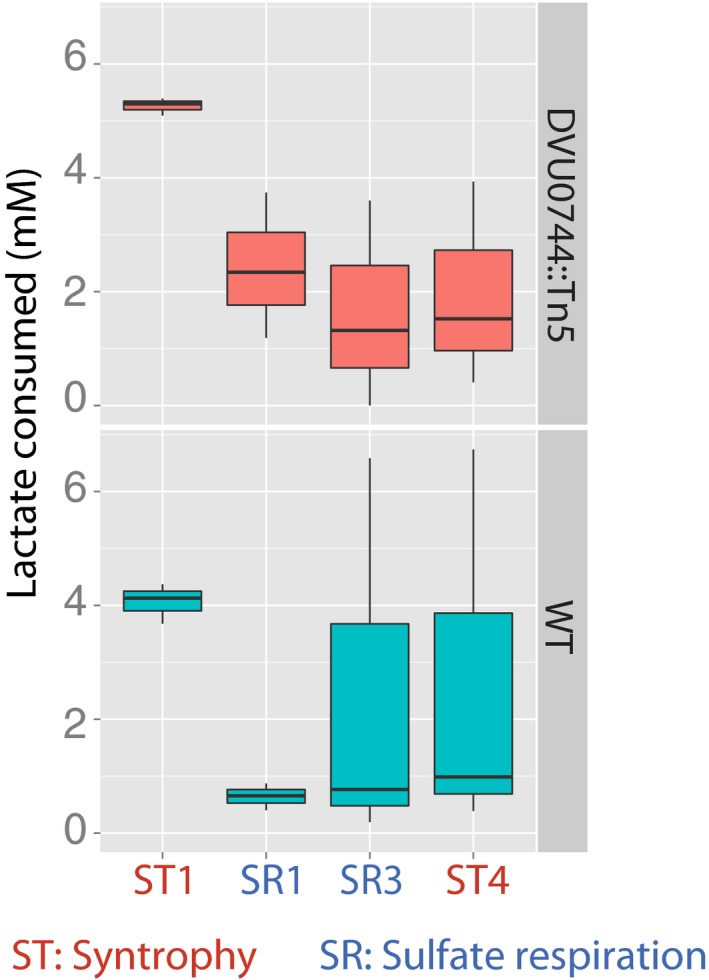
Amount of lactate consumed by co‐cultures during the transitions Boxplots for lactate consumption in wild‐type (lower panel) and mutant (upper panel) co‐cultures.

### Disrupted regulation lowers energetic burden for adaptation to a fluctuating environment

The drift in the transcriptional state of the wild type from the original state for SR and ST suggested that it would have to expend greater energy than the regulatory mutant to restore its physiological state for the new growth condition. The energetic cost of regulation in the wild‐type and regulatory mutant co‐cultures was determined using microcalorimetry to measure heat production following transitions into SR in the beginning and at a later stage of the laboratory evolution experiment (von Stockar & Liu, 1999; Chardin *et al*, 2003; von Stockar *et al*, 2006). We used total amount of heat released as a proxy for total energy expenditure of cells in each culture, and attributed the difference in heat produced by wild type versus mutant to lack of regulation in the latter. Our rationale was that both strains would have comparable energy terms for growth, maintenance, etc., and that the only difference would be in the energy term for regulation since their genotypes differ by a single regulator (DVU0744). Hence, we reasoned that the difference in amount of heat released by the two strains can be attributed to the energy expended toward direct and indirect regulation of genes by DVU0744. We found significantly higher amount of heat per cell released by the wild type across both the early and late transition, relative to the regulatory mutant. This result was consistent with the prediction that conditional regulation in a rapidly fluctuating environment may present an energetic burden for maintaining relational resilience (Fig 6B; Table EV7).

### Replicates of wild‐type co‐cultures diverge and collapse at different times as a result of model‐predicted dilution effect

The complete conditional repression of SR‐essential genes in most cells, during ST conditions, would be expected to cause large “partitioning errors” at cell division in the wild type (Huh & Paulsson, 2011). The bottlenecking step when a small aliquot was transferred to a new growth condition could amplify this effect further and introduce greater variation across replicates of the wild‐type co‐culture. Indeed, variability in lactate consumption profiles of wild‐type replicate co‐cultures increased near the point of collapse (Fig EV3). The actual collapse potentially occurs when a critical fraction of the cells (it need not be all cells) in the transferred aliquot does not express at least one copy of one or more proteins essential for growth in a specific condition. If so, then the point of collapse would be predicted to emerge at variable times depending on the history of each replicate (Chen *et al*, 2014). Consistent with this predicted heterogeneity across replicates, collapse in wild‐type lines occurred at variable times, mostly between the 3^rd^ and 7^th^ and a few at later transitions between SR and ST (Fig 6C). Notably, collapse events in four lines occurred under ST conditions (albeit significantly fewer than the number (16) that collapsed in SR conditions), demonstrating that this phenomenon is not restricted to just SR‐associated functions and also affects ST‐relevant proteins. Since DVU0744 targets seven transcription factors, indirect effects on global gene expression are expected and supported by the dysregulation of at least 93 ST‐relevant genes in DVU0744::Tn5 (Fig 5A).

### Significantly fewer wild‐type cells express essential transcripts prior to collapse

To obtain evidence for the mechanism for collapse, we quantified transcript abundance of 88 essential genes in samples of 80 single cells from wild‐type and mutant cultures harvested from an early stage of experimental evolution (SR1) and a later stage (SR3) just prior to collapse of the wild‐type line (Fig 6D and E; Tables EV8 and EV9). The fraction of single cells expressing essential transcripts dropped significantly in wild‐type SR3 (before collapse), while the mutant cell population remained unchanged. It was also notable that, relative to the mutant, a larger fraction of wild‐type single cells expressed a greater number of essential transcripts during SR1, and this profile was reversed in SR3—which explains the reversal of fitness (*f*) relationship between wild type and mutant in single (*f*_*WT*_ *> f*_*mutant*_; Fig 2C) and multiple (*f*_*mutant*_ *> f*_*WT*_; Fig 3) transitions (Fig 6E). These results provide definitive evidence for the mechanism of collapse and why it was rescued by a regulatory mutation. Expansion of the single‐cell data and in‐depth analysis that is beyond the scope of this work is included as part of another manuscript (A.W. Thompson, S. Turkarslan, C.E. Arens, A. López García de Lomana, A.V. Raman, D.A. Stahl & N.S. Baliga, unpublished data).

## Discussion

During long‐term experimental evolution and even in anaerobic digesters, a microbial culture or community experiences frequent, iterative changes and bottlenecks due to growth and successive transfers to new media (Demirel & Yenigün, 2002; Chen *et al*, 2008). We have shown that the conditional gene regulation required for adapting to such fluctuating environments can lead to population collapse. Although the modeling and experimentation demonstrates that the collapse was rescued by disruption of conditional regulation of essential transcripts and proteins in DVU0744::Tn5, it does not rule out that it could have resulted from rescue of a similar dilution effect on other essential cellular components, such as ATP. In either case, the underlying mechanism for population collapse traces back to Tn5‐insertion mediated disruption of DVU0744, a transcription regulator. The highly interconnected architecture of a GRN allows for a large number of disruptive mutations in regulators and noncoding regions to abolish conditional regulation and delay or even prevent this catastrophic phenomenon. Furthermore, validation of model predictions at an emergent phenotypic level (i.e. metabolic activity of Dv) accounts for the net consequence of dilution of one or as many as all essential components. While a previous study has shown how a single regulatory mutation can restore social independence (Fiegna *et al*, 2006), we have demonstrated how disrupted regulation stabilizes frequent transitions of a generalist between metabolic independence and mutualism, fostering its longer‐term adaptive evolution in a fluctuating resource environment. In this study, availability of sulfate played a critical role in driving the wild‐type co‐culture to collapse as it determined the physiological mode of growth by driving large scale changes in gene expression. When sulfate is available, Dv preferentially grows via sulfate respiration by producing energy using sulfate as the final electron acceptor. However, in the absence of sulfate, the ability of Dv to ferment lactate is thermodynamically feasible only if the resulting hydrogen is consumed by its syntrophy partner, the methanogen. Our results demonstrate that when sulfate availability fluctuates too frequently in an environment where there is excess lactate and methanogen, the resulting gene regulation to shift repeatedly between SR and ST physiologies counterintuitively drives the community toward collapse.

Implications of this work extend to natural environments where organisms often experience fluctuating conditions and display relational resilience to establish stable interactions with the environment. The sensitivity of the regulatory network has presumably evolved to effectively maintain relational resilience of the community within a certain regularity and frequency of environmental change. Our results demonstrate that if conditional regulation in fluctuating resource environment interferes with intrinsic dynamics of restoring function in a microbial community (which is often driven by regulation), it may create conditions that lead to population collapse. Further, we provide evidence that the population collapse occurs due to loss of relational resilience, that is, progressive drift from the environmentally relevant physiological state (Fuhrman *et al*, 2015). There are two interrelated reasons why this happens—first, conditional regulation drives dilution of key cellular components making the population ill‐prepared to adapt to the next environmental change, and second, the energetic cost of restoring function becomes progressively more burdensome to a point that is unsustainable. This study also underscores how a systems biology approach for network identification and analysis can enable discovery of mechanisms that modulate the resilience of biological systems. Knowledge of such mechanistic underpinnings of microbial community resilience will be critical to understand ecosystem dynamics and engineer stable biotechnological processes (Song *et al*, 2015).

## Materials and Methods

### Strains and culture conditions

*Desulfovibrio vulgaris* Hildenborough wild type and mutants were obtained from Dr. Judy Wall (University of Missouri, Columbia, MO). All regulator mutants were obtained by transposon mutagenesis as described elsewhere (Fels *et al*, 2013). *Methanococcus maripaludis* S2 wild‐type strain for co‐culture experiments were obtained from Dr. John Leigh (University of Washington, Seattle, WA; Table EV12). Both mono‐ and co‐culture strains were grown at 37°C. Co‐cultures were established with wild‐type Mm and either wild‐type or regulatory mutants of Dv as described by Stolyar *et al* (2007). Media used in these studies were formulated based on CCMA medium as described previously (Walker *et al*, 2009). Lactate medium for ST growth contains 40 mM of lactate and no sulfate. Lactate–sulfate medium for SR growth contains 40 mM of lactate and 15 mM of sulfate. The latter formulation provided conditions such that Dv was entering into stationary phase when electron acceptor was depleted but electron and carbon source was still available (i.e. the fermentation state). Mono‐ and co‐cultures were either grown in Balch tubes in 10‐ml culture volume or in 200‐ml serum bottles with 50‐ml culture volume (for transcriptomic analysis). The headspace for tubes or cultures was filled with 80% N_2_ and 20% CO_2_ gas to create an anoxic environment. All media pHs were adjusted to 7.2 with bicarbonate.

### Variant discovery

Biomass sample collection for sequencing, DNA extraction, sequencing library preparation, and sequencing was performed as described before (Hillesland *et al*, 2014). To determine the mutations within each line, the resulting raw Illumina sequences were first quality controlled by using FastQC software (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Sequences were then aligned to the reference *D. vulgaris* (NC_002937, NC_005863) and *M. maripaludis* (NC_005791) published genomes using breseq pipeline (Deatherage & Barrick, 2014). In addition, Genome Analysis Toolkit (GATK) pipeline (DePristo *et al*, 2011) for variation discovery was used as an additional validation. Briefly, first reads were aligned to reference genome by using bwa (Li & Durbin, 2009; ‐M ‐t 4 –R). Resulting alignment SAM files were converted to BAM files and sorted. BAM files were marked for duplicates by using Picard Tools (http://picard.sourceforge.net/), and local realignment around indels was performed in order to identify most consistent placement of reads relative to the indels. Variant calling was performed by using either GATK UnifiedGenotyper or Varscan (Koboldt *et al*, 2012). Default parameters were used for UnifiedGenotyper while for Varscan parameters were –min‐coverage 20 –min‐var‐freq 0.2. Resulting variants were annotated by using SnpEff tools (Cingolani *et al*, 2012).

### Growth assays

Growth of mono‐ and co‐cultures was followed in replicate Balch tubes with 10 ml of culture volume under anaerobic conditions. Culture density was measured by tracking changes in optical density with a Thermo Scientific Spectronic 200 spectrophotometer at 600 nm wavelength. Maximum growth rate was determined as previously described (Turkarslan *et al*, 2011). Monocultures of Dv wild‐type and regulatory mutants were cultivated in sulfate respiration growth medium until late stationary phase when sulfate was exhausted (lactate fermentation) for SR state transition experiments. This ensured depletion of electron acceptor but not carbon source due to medium formulation with limiting sulfate concentrations. At this stage, 0.5 ml of inoculum was transferred to 10 ml of fresh SR medium and growth was tracked. For state transition experiments with co‐cultures alternating between ST and SR conditions, co‐cultures were initially grown in ST growth medium until mid‐log phase (OD_600_ ~0.15) and 0.5 ml of inoculum was transferred into 10 ml of fresh SR growth medium. Cells were grown to early log density (OD_600_ ~0.2), and 0.5 ml was transferred back into fresh ST growth condition medium. Alternating shifts between ST and SR conditions were continued as long as growth was observed.

### Dv custom tiling array construction

Whole‐genome tiling arrays for *D. vulgaris* Hildenborough were designed with e‐Array (Agilent Technologies), with strand‐specific 60‐mer probes and 149‐bp spacing between adjacent probes for the main chromosome (NC_002937) and the Mega plasmid (NC_005863). Altogether the array contained a total of 60 K probes, including the manufacturer's controls. The microarrays were printed by Agilent Technologies. Labeling with Cyanine 3 (Cy3) and Cyanine 5 (Cy5) dyes (Molecular Probes and Kreatech BV), hybridization, and washing were performed as described earlier (Baliga *et al*, 2004). Arrays were scanned in ScanArray (Perkin‐Elmer), and spot finding was done by Feature Extraction (Agilent Technologies). Normalization and statistical analysis were performed as described (Koide *et al*, 2009).

The microarray data reported in this paper have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) database (GEO accession no. GSE73105).

### Global gene expression profiling

Replicate co‐cultures of wild‐type and DVU0744::Tn5 mutant strains were grown anaerobically in 200‐ml bottles with 50 ml culture media. The anoxic environment was created by filling the headspace with 80% N_2_ and 20% CO_2_ gas mixtures. Cells were grown in ST medium to early log phase (OD_600_ ~0.15), and 5 ml of culture was withdrawn into anaerobic Balch tubes. Another 0.5 ml of culture was transferred into SR medium, and another sample was harvested at mid‐log phase (OD_600_ ~0.3). The sampling schedule was repeated during SR growth and, subsequently, after transition back into ST.

Biomass was harvested anaerobically by centrifugation at 1,455 *g* for 10 min; the cell pellet was immediately flash‐frozen in liquid nitrogen and stored at −80°C. Total RNA was extracted with MasterPure Complete DNA and RNA Purification kit (Epicentre Technologies, Madison, WI), and DNA was removed using Ambion DNA‐free kit (Life Technologies, Grand island, NY). Quality and purity of RNA samples was determined with Bioanalyzer, gel electrophoresis, and PCR. Sample preparation and hybridization was performed as described previously (Baliga *et al*, 2004).

### Transcript abundance determination with RNA‐sequencing

Transitions, sample collection, RNA extraction, and DNA‐cleanup were performed as described above. Illumina RiboZero rRNA removal kit (Illumina, San Diego, CA) was used for rRNA depletion. Samples were prepared with TrueSeq Stranded mRNA HT library preparation kit (Illumina, San Diego, CA) and sequenced on the NextSeq Sequencing machine in mid‐output 150 v2 flow cell. Paired‐end 75‐bp reads were checked for technical artifacts using FastQC (Andrews, 2010) following Illumina default quality filtering steps. Reads were further trimmed for quality scores and cleaned up for adapter contamination with Trimmomatic (Bolger *et al*, 2014). Alignment of reads to reference was performed using STAR (Dobin *et al*, 2013) with modification of recommended parameters where appropriate. Read counts were collected by using HTSeq (Anders *et al*, 2015) followed by normalization and analysis with DESeq2 R package (Love *et al*, 2014). The analysis workflow, implemented as custom python and R scripts, is available at GitHub repository (https://github.com/sturkarslan/MSB-16-7058). All fastq files used in this study are deposited into SRA (accession number: GSE79022).

### Protein abundance determination with MS analysis

Cells were resuspended in 50 mM Tris, pH 8.0, 250 mM NaCl and subject to three rounds of freeze–thaw lysis. Extracted protein concentrations were measured using the BCA assay (Thermo Fisher Scientific). Equal protein amounts were denatured with 6 M urea, reduced with 5 mM dithiothreitol, alkylated with 25 mM iodoacetamide, and digested with Lys‐C (1:200 w:w, 3 h, 37°C; Thermo Fisher Scientific). Urea was diluted to 1.5 M, and samples were further digested with trypsin overnight (1:25 w:w, 37°C; Thermo Fisher Scientific). Peptides were acidified with formic acid to stop digestion and purified using C18 reversed‐phase chromatography (Nest Group). Purified peptides were separated by online nanoscale HPLC (EASY‐nLC II; Proxeon) with a C18 reversed‐phase column packed 25 cm (Magic C18 AQ 5 μm 100 A) over an increasing 120 min gradient of 5–35% Buffer B (100% acetonitrile, 0.1% formic acid) at a flow rate of 300 nl/min. Eluted peptides were analyzed with an Orbitrap Elite mass spectrometer (Thermo Fisher Scientific) operated in data dependent mode, with the Top20 most intense peptides per MS1 survey scan selected for MS2 fragmentation by rapid collision‐induced dissociation (rCID; Michalski *et al*, 2012). MS1 survey scans were performed in the Orbitrap at a resolution of 240,000 at *m/z* 400 with charge state rejection enabled, while rCID MS2 was performed in the dual‐linear ion trap with a minimum signal of 1,000. Dynamic exclusion was set to 15 s.

Raw output data files were analyzed using Maxquant (v1.5.5.1; Cox & Mann, 2008). Protein sequences of *Desulfovibrio vulgaris* (strain Hildenborough) and *Methanococcus maripaludis* (strain S2) were downloaded from UniProt (07‐2016 release) and merged to create a single database. A reverse sequence database was used to impose a strict 1% FDR cutoff. Label‐free quantification was performed using the MaxLFQ algorithm (Cox *et al*, 2014). Data processing was performed in Microsoft Excel and Perseus (v1.5.3.1; Tyanova *et al*, 2016). Contaminants, decoys, and single peptide identifications were removed. We required intensity values in two out of three replicates for at least one strain in the ST1+ST3 shifts, and the SR1SR3 shifts. Zero values in the remaining data were subsequently replaced by imputation.

We assessed the general trend for all 728 proteins by performing linear regression on protein quantification values along transition conditions. Linear regression was computed on MaxLFQ‐normalized, transformed log_2_ intensity values. We searched for proteins that were consistently and specifically downregulated in WT. We examined the following four constraints: (i) significant differences between ST1 and SR3 conditions (Student's *t*‐test or Mann–Whitney *U*‐test depending on normality of observed values; normality assessed by Shapiro–Wilk normality test), (ii) slope > twofold change decrease for WT profile, (iii) slope < twofold change decrease for DVU0744::Tn5 profile, and (iv) larger median for DVU0744::Tn5 than WT at SR3 conditions. We found 52 proteins that accommodated all four constraints. We performed a permutation test to confirm significance of this observation, that is, specific downregulation of proteins in DVU0744::Tn5 (*P*‐value = 0.0025, Appendix Fig S2). Finally, we found 23 cases of proteins upregulated in WT but not in DVU0744::Tn5, a pattern far from expected by chance (permutation test, *P*‐value < 1e‐4) and only three cases of proteins downregulated specifically in DVU0744::Tn5 but not WT (permutation test, *P*‐value < 1e‐4). Code implementation is available at Github repository: https://github.com/sturkarslan/MSB-16-7058.

### EGRIN model

The EGRIN model was constructed from a compendium of transcriptome profiles for 3491 genes from 684 microarray experiments spanning 25 unique perturbations [MicrobesOnline (Dehal *et al*, 2009)]. Genomic data including annotations, sequences, and operon predictions were also downloaded from MicrobesOnline. The cMonkey algorithm was used to bicluster genes into conditionally co‐regulated modules as described previously (Reiss *et al*, 2006; Bonneau *et al*, 2007). cMonkey identified 349 regulatory modules and 662 cis‐regulatory motifs. 170 of 349 modules further passed our residual quality filter of 0.5 and 94 of 662 motifs passed *e*‐value cut‐off filter of 10. We applied the Inferelator (Bonneau *et al*, 2006) algorithm to infer 919 regulatory influences from 122 transcription factors and 12 environmental factors on 165 modules. Influence weight threshold of < −0.1 or > +0.1 was used to filter high confidence influences.

Predictive power of the EGRIN model was tested using an expression data set that was not used in model construction (Bonneau *et al*, 2006), and by comparison with manually curated regulon members in the RegPrecise (Novichkov *et al*, 2013). Significance of overlap between composition of EGRIN modules and RegPrecise regulons was calculated using a hypergeometric test followed by multiple hypothesis correction. The EGRIN model for Dv can be explored at http://networks.systemsbiology.net/syntrophy. R data file for EGRIN model and cytoscape session file are also available in Github repository: https://github.com/sturkarslan/MSB-16-7058.

### Gene/function enrichment analysis

Functional enrichment of GO terms within EGRIN modules was done with the TopGO R package (Alexa & Rahnenführer, 2009), using the hypergeometric test and multiple hypothesis testing (Benjamini & Hochberg, 1995). For each functional annotation, we surveyed functional assignments for the gene members of the regulatory modules. We identified enrichment of a specific functional class by calculating a hypergeometric *P*‐value for each module and functional category pairs.

Genes that accumulated mutations during evolution experiments with co‐cultures were investigated for functional enrichment by using DAVID Functional Annotation Tool (Huang *et al*, 2009). List of genes with mutations were analyzed against DAVID provided *Desulfovibrio vulgaris* Hildenborough background to highlight the most relevant functional annotation terms associated with these genes. This tool uses Fisher's exact test to determine gene enrichment in annotation terms and reports modified Fisher's exact *P*‐values as described (Huang *et al*, 2009). Only terms with *P*‐values smaller than 0.05 were included in the final analysis. Similar annotations were further clustered together by using Functional Annotation Clustering Tool from DAVID where appropriate. Degree of similarity between terms is measured by using the same techniques of Kappa Statistics, and clustering is performed by using fuzzy heuristic clustering as described (Huang *et al*, 2009). Cluster Enrichment Score is the geometric mean of member's *P*‐values in a given Enrichment Cluster. Higher values are better. Only clusters with score bigger than 1.0 were included in the analysis.

Relative changes in gene expression were normalized to reference RNA from a mid‐log phase co‐culture of wild‐type Dv with Mm. Differentially expressed genes were determined using Statistical Analysis of Microarrays (SAM) method with median false discovery set to zero genes. Differentially expressed genes for state transitions were identified by comparing early log phase expression ratios of first syntrophic state (ST1) to sulfate respiration state (SR) and sulfate respiration to second syntrophic state (ST2). For a given ST or SR growth condition, early log phase expression ratios were compared to mid‐log phase expression ratios in order to determine differential expression changes during batch growth.

### Analytical methods

Hydrogen and methane were quantified with gas chromatography, organic acids, and alcohols by HPLC, and sulfate by ion chromatography, all as described previously (Stolyar *et al*, 2007; Walker *et al*, 2009).

### Cell counts

Determination of cell numbers for Dv and Mm was performed by flow cytometer and manual counts. Samples were collected at early log phase (OD_600_ 0.15–0.20) before the transfer into the next growth conditions. Cultures were diluted proportionally by OD (1:1.5 for OD_600_ 0.15, 1:2 for OD_600_ 0.20) in lactate media and fixed in 0.37% formaldehyde for 5 min before flash‐freezing in liquid nitrogen. Samples were thawed prior to time of counting, and relative ratios of Dv and Mm were obtained in disposable hemocytometers (InCyto C‐Chip DHC‐N01) under a Leica DM2000 microscope with a 40× objective. Total cell number was obtained by averaging the sum of both counts of Dv and Mm from five 0.004‐mm^3^ squares, in which 100–200 particles maximum were deposited.

For flow cytometric cell counts, fixed frozen cultures were thawed and diluted 1:20 in filtered lactate media. Flow cytometric cell counts were obtained with a BD Influx cell sorter (Becton Dickinson, Franklin Lakes, NJ) equipped with a small particle detector and 488‐nm laser (Coherent, Santa Clara, CA). Sheath fluid was prepared from concentrated BioSure 8× Sheath fluid (BioSure, Grass Valley, CA) diluted to 1× concentration with DI water and filtered through a 0.2‐μm pore size Sterivex filter (Millipore, Billerica, MA). Data collection was triggered on forward scatter (FSC). Dv and Mm cell populations were distinguished based on perpendicular and parallel FSC and side scatter (SSC) relative to standard 1‐μm**‐**diameter beads (Polysciences Inc., Warrington, PA) and referenced to pure monocultures. Volumes sampled were determined by weighing sample tubes before and after sampling on an analytical balance. Cell concentrations were calculated by dividing the number of events counted for each cell population by the volume sampled and providing the data as cell number per ml.

### Microcalorimetry

The microcalorimetric measurements were performed on a TAM III Nanocalorimeter (TA instruments, New Castle, USA), which measures the heat flow between a reaction cell and reference cell (Johansson & Wadsö, 1999; Wadso & Goldberg, 2001). Prior to each experiment, the heat flow response by the calorimeter was calibrated by electrical heating at 37°C with 4 ml Hastelloy reaction and reference cells containing 3 ml of the sterile lactate–sulfate medium described above. This electrical heating procedure was verified by measuring the heat of protonation of trishydroxymethylaminomethane (TRIS/THAM) at 25°C (Grenthe *et al*, 1970). After calibration, experimental cultures (wild‐type and mutant DVU0744::Tn5) were inoculated as described above in Balch tubes containing lactate–sulfate medium. After a quick mixing, 3 ml of this culture was immediately dispensed into an autoclaved reaction cell in an anaerobic glovebox. The reaction cell was then transferred into the calibrated microcalorimeter. After the heat flow reached baseline, the reaction cell was removed and sampled for cell counts as described below. Heats of culture growth were derived by integration of the heat flow curves (Table EV7).

The calculated total heat was normalized to the total cell number in the vial. For normalizing the total heat released during batch growth in the microcalorimeter, the cell density was determined at the end of the experiment. 10 μl of 10% glutaraldehyde (Toumisis, Rockville USA, stored at 4°C protected from light) was put into a sterile 1.2‐ml cryovial (ThermoFisher Scientific, Waltham, USA). The reaction vials were manually shaken before taking 1 ml of culture and adding to the prepared cryovial. The cells were subsequently fixed for 10 min at room temperature in the dark. After shock‐freezing, the samples were stored at −80°C until quantification by flow cytometry as described above.

### Single‐cell transcript measurements

Single‐cell transcriptional changes for 94 Dv genes (Table EV8) were tracked across SR/ST transitions using protocols developed for the Fluidigm 96.96 Dynamic Array (Fluidigm Inc., South San Francisco, CA). Assays were chosen to include 88 SR‐essential genes, 2 of which are highly expressed control genes. Transitions and sample collection were performed as described above. Assays were examined for the production of nonspecific products or cross‐reactivity with other assays using melting curve analysis, resulting in the 94 high‐quality assays used in the experiment. For each sample, we measured transcription of these 88 Dv genes in single cells with reverse transcription (RT single cells, *n *= 80), single cells without RT (noRT single cells, *n *= 6), positive internal controls of 10.6 pg extracted Dv RNA with (*n *= 4) and without (*n *= 2) RT treatment, and no template controls (*n *= 4). For cell sorting, Dv cells were distinguished from coexisting Mmp on the basis of side and forward scatter properties using a BD Biosciences Influx high‐speed sorter with small particle detector as previously published (Thompson *et al*, 2015). Cells were sorted directly into a lysis/RT buffer solution consisting of 1× VILO Reaction Mix (Life Technologies), 6U SUPERase‐In (Life Technologies), 0.5% NP‐40 (Thermo Scientific), and nuclease‐free water (TEKnova) in a 96‐well plate format centrifuged, vortexed for 15 s, then frozen on dry ice, and stored at −80°C. Following cell lysis and RNA denaturation (90 s at 65°C), RT was carried out with 1× SuperScript Enzyme Mix (Life Technologies) and T4 Gene 32 Protein (New England BioLabs, Beverly, MA) by the following program: 25°C for 5 min, 50°C for 30 min, 55°C for 25 min, 60°C for 5 min, and 70°C for 10 min in a standard 96‐well thermal cycler. Resulting cDNA was then amplified in a multiplexed specific target amplification (STA) reaction with all 94 Dv gene primer pairs (Table EV9) using TaqMan^®^ PreAmp Master Mix (Applied Biosystems) and EDTA pH 8.0 by the following program; 95°C for 10 min, 25 cycles of 96°C for 5 s and 60°C for 4 min. STA‐cDNA was then cleaned up by an Exonuclease I treatment (New England Biolabs, Beverly, MA). The resulting cDNA product was diluted fivefold in DNA Suspension Buffer (TEKnova), loaded into the Fluidigm 96.96 Dynamic Array following Fluidigm protocols (https://www.fluidigm.com/documents), and assayed against the 94 Dv assays by quantitative PCR using Sso Fast EvaGreen Supermix (Bio‐Rad Laboratories) with ROX passive reference dye by the following program: 95°C for 60 s, 40 cycles of 96°C for 5 s and 60°C for 20 s, and melting curve from 60 to 95°C. Results were then analyzed with Fludigm BioMark real‐time qPCR Analysis software (Table EV9). Quality filtering and statistical tests to determine successful assays were performed as described in “Single cell transcription analysis” section (A.W. Thompson, S. Turkarslan, C.E. Arens, A. López García de Lomana, A.V. Raman, D.A. Stahl and N.S. Baliga, unpublished data).

### Single‐cell transcription analysis

BioMark Real‐Time PCR Analysis software (Fludigm Inc. South San Francisco, CA) was used to view and analyze amplification and melting curves for each single cell and control for each of the 94 assays. Cycle of quantification (C_q_) thresholds were set using the AutoGlobal method, and the baseline correction method used was Linear Derivative. Assays from cells or controls with atypical amplification curves were omitted from the analysis.

Additional quality control and analysis of single‐cell data was performed in R. Assays from cells or controls with melting curve peaks (*T*_m_) that were significantly different in a Student's *t*‐test than the *T*_m_ of the same assay applied to the positive internal controls were also omitted from analysis. No RT positive controls and no template controls were used to confirm that reactions were not contaminated, not producing nonspecific amplification products, and not cross‐reacting with other assays. Relative quantity of molecules (RQ) was calculated from each C_q_ value for more intuitive analysis (Ståhlberg *et al*, 2013). RQ = 2^(Cqcutoff – Cq)^, with C_q_cutoff set to the median of noRT single‐cell controls (*n *= 6) across all assays so that the C_q_ of a single cell with RT equal to the C_q_ of a noRT single cell would yield an RQ of 1, or 1 molecule present in the reaction, which is what we expect for each single copy gene assayed in Dv and amplified from the noRT single‐cell controls, where genomic DNA will be present. Assays from single cells that did not amplify (C_q_ = NA) were set at RQ = 0.5, thus below the detection limit which is RQ = 1. Finally, RQ values for each assay and each RT single cell were compared to the distribution of RQs obtained from the noRT single cells using a Student's *t*‐test. Assays from single cells with positive RQ values and *P*‐value < 0.01 were concluded to express the target gene above the level of background genomic DNA. These data are represented in Fig 6D and E. RQ and C_q_ values for each RT single cell and noRT single cell are presented in Table EV9.

### Phenomenological models of relative transcript and protein concentration changes per cell

It has been suggested that in a given cell population, the distribution of protein abundance in single cells will follow the generalized gamma distribution, with the shape parameter corresponding to burst frequency, and the scale parameter corresponding to the amount of proteins produced per burst (Friedman *et al*, 2006).

The probability distribution function for protein copy number per cell is:

$$p\left(x\right)\;=\;\left(x^{a-1}*e^{-x/b}\right)/\left(b^{a}*\Gamma \left(a\right)\right)$$

where *x* is the protein copy number in a cell, *a* is the transcriptional burst frequency per cell division, *b* is the amount of proteins produced per burst, which is related to translational efficiency, and *Γ* is the gamma function. This statistical model has been experimentally verified using the LacI repressor system (Cai *et al*, 2006). We simulated the protein copy number distribution in each phase of growth (ST and SR) for a gene that was conditionally repressed in ST, but essential for SR. This model was implemented by varying the starting parameters for burst frequency and size across ST and SR growth, as well as between the wild‐type and mutant strains. To account for the iterative transitions between SR and ST, the burst frequency was progressively modified by scaling it to the fraction of cells containing nonzero protein. We made this assumption on the basis that at least one copy of an essential protein would be necessary in order to initiate the transition to a new state. This is an analogy to the *lac* system, in which some lactose permease (the LacY gene product) is required in order to sense the presence of lactose, and begin the process of de‐repression of the operon (Choi *et al*, 2008).

A relevant feature of this model is that it predicts that transcriptional repression of a gene by an environmental stimulus can shift a cell population from one in which most cells contain at least one copy of the regulated protein to one in which most cells contain no copies. Therefore, for our purposes, if the mutant strain has relaxed transcriptional repression of sulfate‐essential genes due to deletion of DVU0744, then we may be observing an increase in cells that contain at least one copy of the regulated protein(s).

We simulated the protein copy number distribution in each phase of growth (ST and SR), assuming that a hypothetical gene was repressed in ST, but essential for SR. Counterintuitively, we also observed repression of some essential genes during SR, but not during ST. In either case, cycling of the regulation would lead to dilution of the protein abundance in a cell population during growth under repressing conditions and increase in protein when the repression was relieved in the other growth condition.

This model was implemented by varying the starting parameters for burst frequency and size across ST and SR growth, as well as between the wild‐type and mutant strains. To account for the iterative transitions between the two growth conditions, the burst frequency was progressively modified by scaling it to the fraction of cells containing nonzero protein. We made this assumption on the basis that at least one copy of an essential protein would be necessary in order to initiate the transition to a new state. This is an analogy to the *lac* system, in which some lactose permease (the LacY gene product) is required in order to sense the presence of lactose, and begin the process of de‐repression of the operon (Choi *et al*, 2008).

We observed large fluctuations in population‐level repression depending on the gene, ranging from <20% to >60% repression in wild‐type cells as compared to ST conditions. At the single‐cell level, this can be equated to a reduction in transcriptional bursting frequency by a proportional amount. Loss of repression in the mutant was variable depending on the gene, but often times were nearly complete. In other words, we observed very little conditional repression in the mutant DVU0744::Tn5 strain for many sulfate‐essential genes. Taken together, we simulated a range of increases in transcriptional bursting when repression was relieved. As starting conditions, we assumed the burst frequency under repression to be in the range of 0.2, based on the empirical fitting of Cai *et al* (2006). Under de‐repression, the bursting frequency would increase to 2 bursts per cell cycle to simulate a 10‐fold increase. In the mutant strain, the starting frequency during repression was set at 0.5 and the de‐repressed frequency at 1.5, which simulates only a threefold difference to account for the observed loss of repression. We have simulated bursting frequencies in the range of 0.2 to 2, based on the assumption that most transcripts, including those for high abundance proteins, are often transcribed on the order of once per cell cycle, due to a limiting number of RNA polymerase enzymes (Bon *et al*, 2006).

We found with this set of parameters that the population of wild‐type cells rapidly loses sulfate‐essential proteins during repression in ST that is not fully restored during SR (Fig EV4A). The mutant strain, on the other hand, also experiences a decline in the fraction of cells with nonzero copies of the protein, but it is not as dramatic. To explore the range of this model, we varied the starting burst frequency, the amount of dysregulation, and the proteins per burst. When the starting burst frequency in the wild‐type strain is increased to 0.4, indicating a fivefold repression instead of 10, the trajectories are similar but still show separation between genotypes (Fig EV4B). When the mutant burst frequency is adjusted to model less separation between ST and SR, the separation is even more dramatic, with the mutant strain showing a high proportion of cells with robust protein expression (Fig EV4C). With complete absence of conditional regulation, the trajectory follows a simple exponential decay with a stable baseline (Fig EV4D). Conversely, when the amount of protein produced per burst is increased, the effect is mitigated, and the wild‐type strain can partially or completely rescue the dilution due to conditional repression (Fig EV4E and F). See figure legend for exact parameter values.

**Figure EV4:**
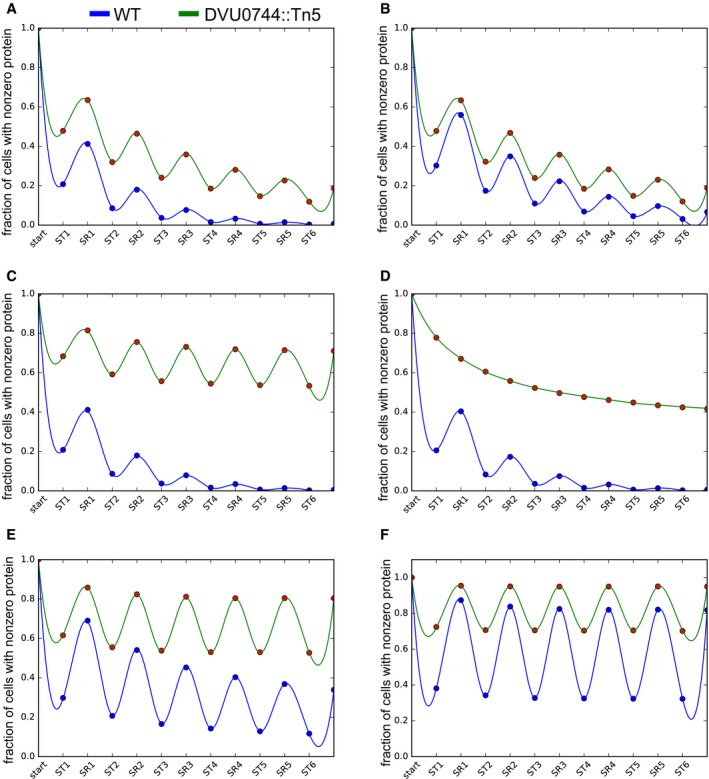
The fraction of cells with nonzero copies of an essential protein for sulfate respiration is plotted over several transfers A–EBest estimates for starting points were obtained from the empirical fitting of Cai *et al* (2006), and our observed population‐level transcript differences to produce the baseline figure in panel (A). Parameters were then modified as shown in Table EV13. In panel (B), we modified the degree of repression in the wild type to simulate a gene that was not as strongly repressed. In panels (C) and (D), we modified the degree of repression in the mutant to see the effect of increasing loss of regulation due to a regulatory mutation. Panel (C) shows that with twofold conditional repression, a protein will experience very little dilution across a cell population. In panel (D), there is no conditional repression at all, and the trajectory is a standard exponential decay. In panels (E) and (F), we explored the effect of translational efficiency by increasing the amount of proteins produced per burst. This simulation showed that very high translational efficiency can offset the effect of differential regulation, supporting the notion that conditionally essential low‐abundance proteins are the most likely culprit in causing the extinction event.

In sum, this model supports our hypothesis that differential conditional regulation may lead to a dominating effect of protein dilution in the wild‐type cells that is not completely compensated for by de‐repression when synthesis is permissive. This appears to be particularly true for low‐abundance proteins with low output of proteins produced per burst and can be exaggerated given a more extreme loss of repression.

### Data availability

The microarray data reported in this paper have been deposited in the NCBI GEO database (accession: GSE73105). RNA‐sequencing data have been deposited in the NCBI GEO database (accession: GSE79022). Genome sequence data have been deposited into NCBI SRA (BioProject: PRJNA248017). Mass spectrometry data have been deposited in ProteomeXchange via MassIVE under the identifier PXD005456. Computational codes and EGRIN model are available at github (https://github.com/sturkarslan/MSB-16-7058) and Zenodo with identifier DOI: 10.5281/zenodo.197353.

## Author contributions

ST designed, performed, and coordinated all experiments, developed, analyzed, and interpreted all data and models, and wrote manuscript. AVR developed the growth model. KLH helped with analysis of co‐culture mutations and edited manuscript. CEA and SS helped with design and execution of experiments and edited manuscript. MAG and JAR performed proteomics experiments, MS analysis and helped editing the manuscript. DJR helped with EGRIN model construction. AWT performed flow cytometry analysis, designed and implemented the single‐cell transcript analysis, and edited the manuscript. FvN and DG‐L performed microcalorimetry and analyzed data. ALGL performed computational analysis for identifying dilution trends in transcript and protein abundances and helped editing the manuscript. GMZ tested and provided transposon mutants. JDW provided transposon mutant library for *Desulfovibrio vulgaris* Hildenborough and edited manuscript. DAS designed experiments, analyzed and interpreted all data, and edited manuscript. NSB conceived and coordinated the entire project, designed experiments, analyzed and interpreted data, wrote and edited manuscript.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Table EV1 Click here for additional data file.

Table EV2 Click here for additional data file.

Table EV3 Click here for additional data file.

Table EV4 Click here for additional data file.

Table EV5 Click here for additional data file.

Table EV6 Click here for additional data file.

Table EV7 Click here for additional data file.

Table EV8 Click here for additional data file.

Table EV9 Click here for additional data file.

Table EV10 Click here for additional data file.

Table EV11 Click here for additional data file.

Table EV12 Click here for additional data file.

Table EV13 Click here for additional data file.

Model EV1 Click here for additional data file.

Review Process File Click here for additional data file.

Source Data for Figure 2 Click here for additional data file.

Source Data for Figure 3 Click here for additional data file.

Source Data for Figure 4 Click here for additional data file.

Source Data for Figure 5 Click here for additional data file.

Source Data for Figure 6 Click here for additional data file.

# Supplementary material for: Mechanism for microbial population collapse in a fluctuating resource environment
**Source:** Mol Syst Biol. 2017 Mar 20;13(3):919. doi: 10.15252/msb.20167058
**Supplement:** Supplementary file 14 — Table EV12

**Table EV12.** Microbial strains used in this study.

| Name | Strain name | Mutant Locus | Description | Organism |  | Reference |
| --- | --- | --- | --- | --- | --- | --- |
| Dv Wild type | Dv WT | - | ATCC 29579 | *Desulfovibrio vulgaris* Hildenborough |  | ATCC |
| Mm Wild type | Mm WT | - | - | *Methanococcus maripaludis* S2 |  | (Jones *et al*, 1983) |
| DVU0744::Tn5 | GZ12635 | DVU0744 | sigma-54 dependent transcriptional regulator / response regulator | *Desulfovibrio vulgaris* Hildenborough |  | (Zane & Wall, 2013) |
| DVU2802::Tn5 | GZ12895 | DVU2802 | transcriptional regulator, GntR family | *Desulfovibrio vulgaris* Hildenborough |  | (Zane & Wall, 2013) |
| DVU2275::Tn5 | GZ5190 | DVU2275 | sigma-54 dependent transcriptional regulator | *Desulfovibrio vulgaris* Hildenborough |  | (Zane & Wall, 2013) |

**References:**

Jones WJ, Whitman WB, Fields RD & Wolfe RS (1983) Growth and plating efficiency of methanococci on agar media. *Appl. Environ. Microbiol.* **46:** 220–226

Zane GM & Wall JD (2013) http://desulfovibriomaps.biochem.missouri.edu/mutants. Available at: http://desulfovibriomaps.biochem.missouri.edu/mutants

# Supplementary material for: Mechanism for microbial population collapse in a fluctuating resource environment
**Source:** Mol Syst Biol. 2017 Mar 20;13(3):919. doi: 10.15252/msb.20167058
**Supplement:** Supplementary file 15 — Table EV13

|  | a(SR, WT) | a(ST, WT) | a(SR, MUT) | a(ST, MUT) | b |
| --- | --- | --- | --- | --- | --- |
| A | 2.0 | 0.2 | 1.5 | 0.5 | 2 |
| B | 2.0 | 0.4 | 1.5 | 0.5 | 2 |
| C | 2.0 | 0.2 | 1.2 | 0.6 | 2 |
| D | 2.0 | 0.2 | 1.0 | 1.0 | 2 |
| E | 2.0 | 0.2 | 1.5 | 0.5 | 4 |
| F | 2.0 | 0.2 | 1.5 | 0.5 | 8 |

**Table EV13.** Model parameters modified for building Figure EV4.

How the deposited data were processed for this re-analysis (not part of the article)

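RNA was measured by RNA-seq in co-cultures of Dv and Mm that were moved in turn between ST and SR. The files hold 29 libraries from 4 culture lines, 2 of wild type and 2 of DVU0744::Tn5, with 15 combinations of strain and transition. The strain, transition and replicate number of each library came from the deposited sample descriptions. Libraries of the same strain and number are taken to come from 1 serially transferred culture line, which pairs them by origin. In wild type their deviations from the group means were only weakly related across transitions (3 of 15 correlations above 0.1, median -0.015, range -0.0875 to 0.19). In the mutant the correlations varied more (13 of 28 above 0.1, median 0.074, range -0.396 to 0.578). The columns of the paper's source data for Fig 5C and D carry the same names, and the 1998 genes held here of that source table equalled the deposited counts in all 57942 values compared.

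The authors deposited raw counts of reads per gene, made with Trimmomatic, STAR and HTSeq, 1 file per library. Each file has 3712 gene identifiers and 5 summary entries, which were left out of library sizes and tests. Versions, the strand setting of HTSeq and the build used for the RNA-seq alignment are not named in the paper's text. Identifiers with DVUA were taken as plasmid genes (152) and all others as chromosomal. Of the 3712 identifiers, 3149 matched RefSeq assembly GCF_000195755.1, which was used for gene symbols and gene order only. No coordinates are given, because the builds are not known to be the same.

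The total count on genes per library was 722279 to 4425999 (median 1795198). The entries for reads in no gene held 14.3% to 30.5% of the counted reads and alignments, ambiguous reads 2.97% to 9.32% and alignments at several places 6.87% to 28.3%. Single plasmid genes rest on few counts in late wild type libraries, with 11 (replicate 2) and 22 (replicate 4) counts on DVUA0028 at SR3. Intervals on shares are 95% exact binomial intervals and cover counting error only.

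Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr by strain and transition, quasi-likelihood tests), limma 3.58.1 (fry and camera) and DESeq2 1.42.0 (variance stabilizing transformation, and Wald tests as an alternative), and figures were drawn with matplotlib 3.10.9. Adjusted p-values are by Benjamini and Hochberg, with a threshold of 0.05. After filtering, 3391 genes were tested, 143 of them on the plasmid. Changes between transitions came from a model with a group for each strain and transition over all 29 libraries. Trends came from a model with a mean for each strain and state and a slope on the transfer number in each strain. PCA used the 500 genes with the highest variance, as the paper's text states. The transformation is not named there, so rlog and log2 normalized counts were alternatives. Component scores were compared by permutation tests with 100000 resamples.

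The slope test was tested on simulated counts for wild type and mutant slopes, in which 89% of 100 declining genes were recovered by edgeR and 88% by DESeq2, with 1 and 0 calls among unchanged genes (3342 and 3391 genes tested). These declining genes had a median fitted slope of -0.487 log2 units per transfer with edgeR. The shares recovered do not apply to shallower slopes, such as the flagellar median of -0.10. The simulated libraries were independent, without an effect of the culture line. For SR3 against SR1 in wild type, with 2 libraries each, 69% of 200 genes changed by 2-fold were recovered by edgeR, with 4 calls among unchanged genes (3329 genes tested).

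The genes named in the text were chosen by a rule fixed before the data were examined. The rule names DVU0744, DVU2275 and DVU2802, the 15 genes of Fig 5D and the 8 of Fig 5E, whose plotted values had been seen, the 5 chromosomal and 3 plasmid genes with the most negative called slope in wild type, the 3 genes with the largest rise and the 3 with the largest fall from SR1 to SR3 in wild type, called hydrogenase genes, and genes nearly absent in a strain. Other genes were named after their values were seen. These were flgA, as the second called flagellar gene, DVUA0006, the neighbours DVU1476 to DVU1527, and members of sets. They also included hydF, DVU1769 and DVU1770, declining genes with a hydrogenase symbol or description that were not called.

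The alternatives were other normalization factors, other filters on low counts, DESeq2, the culture line as a block, leaving out each line or each wild type library, leaving out wild type SR3 and ST4, a minimum of 2-fold, other rules for a decline, and other transformations and gene sets for the PCA and the distances. They were set before the data were examined, apart from the gene sets by symbol, the thinning of libraries to the same total, the PCA and distances without the block DVU1476 to DVU1527, the fit without the ST1 libraries, and the distances without mutant ST3 of replicate 4 or wild type SR3 of replicate 2. Of the tests in the closing section, those of the differences between plasmid genes, of transcripts repressed in SR, of carried-over reads and of the block in wild type SR3 were changed after a first result had been seen, and both versions are described there. Gene sets by product name were planned for an annotation of the whole genome. The reference gives no products and Table EV5, held here in part, describes 1347 genes, so such sets were not tested, and that table was only used, after the data were seen, to look up hydrogenase genes, genes marked essential and the block. The microarray, proteomic, hydrogen, heat and single-cell measurements were not analysed here.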

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

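The tests of a common fall of the plasmid genes and of the differences between them, of their response to the growth state, of depth by thinning, of declining against rising chromosomal genes, of the block of neighbouring genes, of carried-over reads and of the strain labels were chosen only after the result was seen. The tests of the differences between plasmid genes, of transcripts repressed in SR, of carried-over reads and of the block in SR3 were also changed after a first version had been seen, and both versions are described below.

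Plasmid genes declined in wild type and not in the mutant, with 130 plasmid genes called by a test of the difference between the slopes. With normalization factors from chromosomal genes only, the median wild type slope was -0.59, and the raw share of counts fell by itself, so normalization does not account for the decline. With every library thinned to the smallest total, 102 plasmid genes were called, so depth does not account for it. A response to the growth state would let the share return when the state returned, but the share fell at 9 of 9 returns to the same state in wild type, against 6 of 12 in the mutant. What stays open is a fall shared by the whole plasmid, through fewer copies per cell or a growing share of cells without it. All 143 tested plasmid genes fell, which is consistent with such a fall. It may not be the whole cause of the differences between the genes, because their slopes scattered more (SD 0.162) than those of chromosomal genes thinned to a common fall (median SD 0.133), at percentile 98.34 of 10000 lists matched on expression. The first version compared them with chromosomal genes that had not been thinned (median SD 0.116, percentile 99.94), which have more counts in late libraries; it was replaced after its result was seen, and the scatter was larger than that of the lists in both versions. Type III secretion genes fell faster than other plasmid genes. DNA was not measured in these libraries, so copy number was not tested. A difference between the strains in the plasmid before the experiment also stays open, since the share was lower in wild type from ST1 on.

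Other assignments of the strain labels within each transition gave as many as the 145 genes declining in wild type and not in the mutant in 1 of 100 assignments, the real one. The largest number in another assignment was 129, so chance is excluded for the full count and for single libraries only. For the strain difference at matched transitions, the 1577 genes were reached in 1 of 100, and the largest number in another assignment was 22. With whole culture lines exchanged there are only 3 splits of 4 lines. The real one alone reached 145 genes, and the others gave 0, but 3 splits cannot exclude chance.

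The chromosomal genes that declined in wild type and not in the mutant numbered 15. Of these, 13 were lower at ST3 than at ST1 in wild type (adjusted p under 0.05, edgeR's quasi-likelihood test), but only 9 were lower at SR3 than at SR1, and 5 were called without the ST1 libraries, so part of this list rests on a fall between the first and second ST cultures. The paper simulates a gene that is repressed in ST and needed in SR, and its Methods add that repression in SR instead would dilute a product as well. A test was run for SR only, on chromosomal genes lower in SR than in ST in the mutant, where the paper expects repression to be relaxed, so the list need not hold the genes that wild type represses. A first list of 87 genes, at least 2-fold lower in SR, had a median slope difference at percentile 30.5 of 10000 matched lists. After this was seen the list was widened to all 889 genes lower in SR, as the test had been worded before it was run, and the median difference of -0.012 log2 units per transfer lay at percentile 0. It lay at percentile 0 with each culture line left out too, but the median difference was then -0.0079, -0.013, 0.00063 and -0.0052 (without wild type replicate 2 and 4 and mutant replicate 2 and 4), and with fry, which does not treat genes as independent, the list passed 0.05 with all libraries and in none of these fits, nor without wild type SR3 and ST4. Dilution of transcripts repressed in SR is thus left undecided, and of those repressed in ST was not tested. Whether more chromosomal genes decline than rise cannot be told apart from chance in the choice of libraries. Outside DVU1476 to DVU1527, 15 declined and 0 rose with all libraries (edgeR; 33 rose at an unadjusted p under 0.05, and 2 with DESeq2), but 29 declined and 60 rose without wild type SR3 and ST4.

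In the wild type SR3 library of replicate 2, 16.4% of counts (95% exact interval 16.3% to 16.4%) fell on 52 neighbouring genes, DVU1476 to DVU1527, which the paper does not discuss. The other wild type SR libraries had 0.418% to 0.617%, and the mutant libraries at most 0.846%. The genes rose by a median of 7.65 and at most 11.0 on the log2 scale over the other wild type SR libraries. The 37 genes rising in wild type and not in the mutant all lay in this block; their number was 29 without this library and 49 without ST4, and without both SR3 libraries and ST4 it was 61, of which 60 lay outside the block. It was also 22 without SR1 of replicate 2, 22 without SR1 of replicate 4, 23 without wild type replicate 2, 59 without wild type replicate 4, 11 without mutant replicate 2 and 8 without mutant replicate 4. The library also had the highest PC2 score of wild type SR, 23.2 against 14.8 for the next. A few abundant genes or depth do not account for the rise, because the 5 largest genes held 37.7% of the block's counts in this library and its total, 2670987, lay within the range of the others. The first version of this test used the low share in other libraries, which is the observation itself. Above a log2 rise of 2 lay 48 genes of the block and 5 genes outside it. The block was set as the longest run of genes above this same rise in this library, with gaps of up to 3 genes. The 48 therefore follow from how the block was set, and only the 5 outside it carry information. A first version used the genes next to the block, whose change is limited by how its ends were set, and was dropped. A candidate explanation is a local event such as the induction, excision or replication of a mobile element. Table EV5, held in part and read after the result was seen, describes 24 of these genes, of which 5 have names of phage parts (DVU1486 and DVU1490 of a tail, DVU1500 a capsid protein, DVU1502 a portal protein and DVU1504 a terminase), against 15 of the 1323 genes it describes elsewhere by the same words. Reads alone cannot separate a higher copy number from higher transcription. A response of wild type before collapse also stays open. The other wild type line showed at most a small part of it at SR3, where the block without DVU1491 held 0.232% of counts against 16.1%, and where DVU1499 and DVU1500 rose from SR1 by 2.73 and 2.34 (adjusted p = 0.0409 and 0.00616, edgeR without the replicate 2 line) and DVU1524 did not.

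The wild type ST4 library of replicate 4 had 1.21% of counts on the same block, against at most 0.586% in the other wild type ST libraries. Of this, 0.821% fell on DVU1491 alone, which did not rise in SR3 of replicate 2 and had 0.290% to 0.410% in the other wild type ST libraries, and the rest of the block had 0.393%, against 0.139% to 0.194%. If these were reads carried over from SR3 of replicate 2, the genes would keep the proportions of that library. The counts of 28 genes departed from a fixed share of 1.21% by more than counting error (chi-square 127.2, 27 degrees of freedom), with shares between 0.878% and 1.83%, so a fixed share of carried-over reads does not by itself account for them. A first version took all 52 genes (chi-square 18350, 51 degrees of freedom), and the test was limited to genes with many SR3 counts and a low earlier level after it had been seen; the proportions differed in both. The counts of the 28 genes still went closely together in the 2 libraries (r = 0.968 on the log scale), so reads carried over together with a further rise stay open. The mutant ST4 library of replicate 2 had 0.846%, against at most 0.693% in the other mutant ST libraries. Here 0.581% fell on DVU1491, against at most 0.457%, and the rest of the block, 0.265%, lay within the range of the others. No explanation was tested for it.

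The mutant ST3 library of replicate 4 had the lowest share of reads in no gene among mutant ST libraries, 14.3% against at least 23.3%, and the largest share on its most abundant gene, 3.50% against at most 2.89%. No explanation was tested. Apart from the share of counts on the block, a library with a value this far from the others came up in 3 of 28 groups tested, where chance gives about 1 in 20. That rate does not apply to the 3 groups found with the block, which was measured because 1 library had stood out on it.

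The change between cycle 3 and cycle 1 differed between the strains for 136 genes in ST and 144 in SR, and the change from ST1 to SR1 for 139 genes and from SR1 to ST2 for 129 genes (edgeR's test of the interaction). No technical explanation was tested for these counts. They rest on 2 libraries per group, and with a culture line left out they ranged from 44 to 325, from 64 to 262, from 60 to 92 and from 9 to 80.

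The difference between wild type and mutant in DVU0744 itself was larger in SR than in ST, by -1.18 on the log2 scale (standard error 0.12, adjusted p = 7.06e-07, edgeR's test of the interaction). The transcript was lower in wild type SR than in all other groups. On PC1, 0 of 29 libraries lay on the other strain's side, which argues against an exchange of single libraries between the strains. A wrong label of whole lines, or lines without the insertion, stays open. No biological explanation was tested beyond strain and state.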

How the results depend on the processing

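All alternatives were set before the data were examined, except the thinned libraries, the settings without the block DVU1476 to DVU1527, without all ST1 libraries and without mutant ST3 of replicate 4 or wild type SR3 of replicate 2 in the distances, and the flagellar, type III secretion and hydrogenase sets by symbol. Of 36 main results under 45 alternatives, 440 values were computed; 327 kept their side of the threshold, or moved by less than 1.5 times or the spread, and no main result past the threshold was reversed. Of the 327, 1 changed sign with neither value past 0.05, the essential genes' change from SR1 to SR3 in the mutant (0.030, and -0.00076 without mutant replicate 4). Of the other results, 77 values changed sign with neither past 0.05, among them the wild type slopes of DVU0330 (0.024) and DVU0518 (0.045) without wild type SR3 and ST4, and 3 were reversed, all without the ST1 libraries: the wild type slopes of DVU3144 (0.10) and DVU3145 (0.046) and the slope difference of DVU3144 (0.00615), none of which passed 0.05. The cause of the changes below was not tested, except where stated.

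The number of genes declining in wild type and not in the mutant was 145, 40 with a minimum of 10 counts in every library, 99 without wild type replicate 4, 112 in thinned libraries, and 118 to 203 under the other alternatives. The filter tests fewer genes and removes those whose counts fell, which also gave 36 plasmid genes, 4 chromosomal genes, 3 rising genes, and 79 (ST) and 60 (SR) genes whose change between cycles differs between the strains. In proportion, the chromosomal part of the 145, 15 genes, depended on the choices more than the plasmid part. It was 5 without the ST1 libraries of both strains, 9 with a minimum of 2-fold, 7 with transfers 1 to 6, 29 without wild type SR3 and ST4, 44 by the criteria of the paper's protein analysis, 67 without a test of the difference, and 6 to 26 with single lines or wild type libraries left out (6 without mutant replicate 2, 7 without mutant replicate 4, 9 without ST1 of replicate 4 or ST3 of either replicate, 26 without ST4). The mirror count, 0, was 3 with DESeq2, 2 with DESeq2's size factors, 1 with TMM on chromosomal genes, 2 without a filter, 2 in thinned libraries, 24 by the protein criteria, 18 without wild type SR3 and ST4, 1 without the ST1 libraries, and 0 to 4 with lines or libraries left out. Rising genes, 37, were 13 with transfers 1 to 6, 61 without wild type SR3 and ST4, and 8 to 59 with lines or libraries left out. The median slope of the plasmid genes in wild type stayed between -0.67 and -0.50 in every alternative run.

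With the replicate block, 143 genes declined in wild type and not in the mutant, all among the 145, and the mirror count was 1; no other main result changed its call.

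A minimum of 2-fold left 210 (ST) and 257 (SR) genes changed between cycles in wild type and 111 and 54 in the mutant, 641 and 443 genes from ST1 to SR1 and 519 and 365 from SR1 to ST2 (wild type and mutant), 344 for the strain difference at matched transitions and 308 at ST1. With each culture line left out, which leaves groups of 1 library that are assumed to vary like the others, the counts between cycles were 149 to 358 (wild type ST), 187 to 461 (wild type SR), 30 to 482 (mutant ST) and 3 to 177 (mutant SR), with 44 to 325 (ST) and 64 to 262 (SR) for their difference. From ST1 to SR1 they were 825 to 1490 in wild type and 646 to 1314 in the mutant, with 60 to 92 for the difference. From SR1 to ST2 they were 722 to 1268 and 615 to 1206, with 9 to 80 for the difference. The strain difference at ST1 was 332 to 391.

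In the PCA, PC1 held 47.2% of the variance, 33.2% with all genes, 37.0% with chromosomal genes only and 42.1% to 50.3% with a line left out, and PC2 held 31.0% without wild type SR3 and ST4. With chromosomal genes only, state accounted for 91.95% of PC1 and 3.39% of PC2, and strain for 6.41% of PC1 and 87.4% of PC2. Strain accounted for 1.89% of PC2, 16.0% with rlog (permutation test, p = 0.0304), and 0.661% to 19.05% with a line left out. The ratio of the cycle 3 distances, wild type over mutant, was 1.47, and 1.012 with chromosomal genes without the block, which leaves out the plasmid and the block by construction. It was 1.19 when mutant ST3 of replicate 4 was also left out.

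The flagellar slope difference, -0.054, did not pass 0.05 with camera, with a preset (-0.054) or an estimated (-0.054) correlation, and was -0.074 and did not pass without wild type SR3 and ST4 (fry). The essential genes' change from SR1 to SR3 was -0.0938 in wild type and -0.0941 in its difference from the mutant by fry; neither passed 0.05 with camera under a preset or an estimated correlation. With a line left out they were -0.0829 to -0.0259 and -0.174 to -0.0280, and passed in none of these fits. Genes nearly absent in a strain numbered 0, and 1 with the limit at 10 counts.

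Single plasmid genes in late wild type libraries rest on few counts, which limits how finely their slopes can be compared.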

Differences from the paper's values

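The counts the paper states for declining transcripts and their plasmid-encoded part were within 1.5 times of those found here, as were the shares of variance of the principal components, so none of these 4 values differed by that measure. The paper's number of essential genes among the transcripts was not compared, because essential genes are marked only in tables held in part. Of the 145 genes found here, 64 are described in Table EV5 as held, 3 of them as essential, and 1 more is marked in Table EV8. The match of the total rests on the plasmid genes. The paper's total without its plasmid-encoded part leaves 28 transcripts, 1.87 times the 15 chromosomal genes found here. With a minimum of 10 counts in every library, 40 genes and 36 plasmid genes were found, which is beyond it.

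The paper presents the 15 genes of Fig 5D as declining in wild type and not in the mutant. All 15 had a negative slope in wild type here (without wild type SR3 and ST4, those of DVU0330 and DVU0518 were above 0, and without the ST1 libraries that of DVU3145 was, none of them past the threshold), and 9 were called by a rule that tests the difference between the strains (all 6 plasmid genes, DVU0645, DVU3145 and DVU3232). The other 6 chromosomal genes were not called. The fit without the ST1 libraries, chosen after the data were seen, called DVU0645 and the 6 plasmid genes only. Of the alternatives set before the data were examined, the rule without a test of the difference called DVU0316, DVU0512 and DVU1441, the criteria of the paper's protein analysis called DVU0316 and DVU2806, the change of DVU0316 from ST1 to ST3 differed between the strains (-2.44, adjusted p = 0.0221, edgeR), and none of the 29 settings run called DVU0330 (wild type slope -0.07, difference -0.02) or DVU0518 (wild type slope -0.15, difference -0.11).

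The paper counts hydrogenase genes among the affected transcripts. Of 11 genes with hydrogenase symbols, a set chosen after the files were seen, 0 were called under any of 29 settings, including the rule without a test of the difference. With the main rule, 1 passed at an unadjusted p under 0.05 in edgeR and 0 in DESeq2. Of this set, Table EV5 as held describes only hysB (DVU1917) and hysA (DVU1918) as hydrogenase subunits, so the count of 0 covers few of the subunits. The hydF gene (DVU1768) did decline in wild type (adjusted p = 0.0146, edgeR), and in the mutant too (adjusted p = 0.0393). Of genes without such a symbol, DVU1769 and DVU1770, described as Fe hydrogenase subunits in Table EV5 and looked up after the data were seen, declined in wild type (adjusted p = 0.00744 and 0.00530, edgeR). They were called by the rule without a test of the difference and by none of the other 28 settings. Other hydrogenase genes without a symbol were not covered.

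The paper describes wild type as moving farther from its original ST and SR states with each transition. With all tested genes this held here for every wild type line. With chromosomal genes only and without the block DVU1476 to DVU1527, a choice made after the data were seen, the distances were 34.3 at ST2 and 35.8 at ST3 in replicate 2, 32.0, 33.4 and 34.8 at ST2, ST3 and ST4 in replicate 4, and at SR2 and SR3 23.3 and 30.2 in replicate 2 and 22.2 and 23.5 in replicate 4. They still rose with each cycle, and those in ST lay above 11 of the 12 mutant values over the same genes, which were 23.2 to 29.2. The remaining one was 41.6, for mutant ST3 of replicate 4. Those in SR overlapped with the mutant values. Without that library the ratio of the cycle 3 distances over these genes was 1.19, against 1.01 with it. Libraries were not thinned to the same total for the distances, so a part of depth in them stays open. Median counts were 985359 in wild type ST, 1679774 in mutant ST, 3375659 in wild type SR and 2233832 in mutant SR. Mutant ST3 of replicate 4 had the fewest counts of mutant ST (1094131). Wild type ST4, at a distance of 34.8, had the most of wild type ST (2018239).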

Other observations

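The tests reported in this part were set before the data were examined.

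The separation of the strains on PC1 may rest on the plasmid genes. With chromosomal genes only, strain accounted for 6.41% of PC1 and no longer passed a permutation test (p = 0.181), although it accounted for most of PC2, so the chromosomal transcriptomes of the strains differed too. Averaged over the matched transitions, 1577 genes differed between the strains, 1434 of them chromosomal, and 547 differed at ST1.

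No gene was nearly absent in a strain at the limits set (at most 3 counts in all libraries of a strain and at least 100 in the other). With a limit of 10 counts there was 1, the plasmid gene DVUA0032, with 7 counts over the wild type libraries and 369 over the mutant libraries. Its neighbours were lower in wild type as well, DVUA0031 with 70 and 963 counts and DVUA0033 with 10 and 77. A deletion in the wild type line could give this, but the 7 counts in wild type and the low counts of the neighbours leave it undecided.

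From ST1 to SR1, 1516 genes changed in wild type and 1307 in the mutant, and from SR1 to ST2, 1283 and 1218 (edgeR's quasi-likelihood test, 2 libraries per group). The paper's counts for these transitions come from microarrays, so the values are not set beside each other.

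Of the 90 genes marked essential in Table EV8 for the single-cell assays, 89 were tested. Their median log2 change from SR1 to SR3 was -0.09 in wild type and 0.03 in the mutant, with a difference of -0.09. By limma's fry the change in wild type and the difference passed 0.05 and the change in the mutant did not. In wild type 50 of 89 were lower, and 20 changed at an adjusted p under 0.05 over all genes, 12 lower and 8 higher (21 changed when adjusted over the list alone). Neither result passed with limma's camera, or with fry when any culture line was left out. By slopes, 1 of the 89 was called declining in wild type and not in the mutant.

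Of the genes of Fig 5E, which plots proteins, DVUA0091 and cas7c (DVUA0132) declined in wild type transcripts and not in the mutant, with slopes of -0.65 and -0.53. The other 6 were not called, with slopes in wild type between -0.15 (DVU2804) and 0.14 (DVU1932). DVU2275 had a slope of 0.01 in wild type and 0.06 in the mutant, and DVU2802 of -0.11 and 0.13, with a difference of -0.24 (adjusted p = 0.0135 from edgeR's quasi-likelihood test).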
